# Signaling through the nicotinic acetylcholine receptor in the liver protects against the development of metabolic dysfunction-associated steatohepatitis

**DOI:** 10.1371/journal.pbio.3002728

**Published:** 2024-07-19

**Authors:** Heejin Jun, Shanshan Liu, Alexander J. Knights, Kezhou Zhu, Yingxu Ma, Jianke Gong, Ashley E. Lenhart, Xiaoling Peng, Yunying Huang, Jared P. Ginder, Christopher H. Downie, Erika Thalia Ramos, Klas Kullander, Robert T. Kennedy, X. Z. Shawn Xu, Jun Wu

## Abstract

Metabolic dysfunction-associated steatohepatitis (MASH) is the progressive form of liver steatosis, the most common liver disease, and substantially increases the mortality rate. However, limited therapies are currently available to prevent MASH development. Identifying potential pharmacological treatments for the condition has been hampered by its heterogeneous and complex nature. Here, we identified a hepatic nonneuronal cholinergic signaling pathway required for metabolic adaptation to caloric overload. We found that cholinergic receptor nicotinic alpha 2 subunit (CHRNA2) is highly expressed in hepatocytes of mice and humans. Further, CHRNA2 is activated by a subpopulation of local acetylcholine-producing macrophages during MASH development. The activation of CHRNA2 coordinates defensive programs against a broad spectrum of MASH-related pathogenesis, including steatosis, inflammation, and fibrosis. Hepatocyte-specific loss of CHRNA2 signaling accelerates the disease onset in different MASH mouse models. Activation of this pathway via pharmacological inhibition of acetylcholine degradation protects against MASH development. Our study uncovers a hepatic nicotinic cholinergic receptor pathway that constitutes a cell-autonomous self-defense route against prolonged metabolic stress and holds therapeutic potential for combatting human MASH.

## Abstract 2

The complexity of metabolic dysfunction-associated steatohepatitis (MASH) has impaired the development of pharmacological treatments for the condition. This study shows that nicotinic acetylcholine receptor signaling serves as an intrinsic protective mechanism against extended metabolic stress in the liver.

## Introduction

The increasing global prevalence of metabolic dysfunction-associated steatohepatitis (MASH) and the subsequent high burden on healthcare systems have generated impetus for better understanding and therapeutically targeting this condition [1,2]. Since MASH is strongly associated with obesity and type 2 diabetes, the effects of insulin sensitizers, such as glucagon-like peptide-1 receptor agonists and pioglitazone, have been explored in MASH [3,4]. The first US Food and Drug Administration (FDA)-approved pharmacological therapy for MASH, resmetirom, has recently become available after long, intensive research efforts. This bolsters hopes for most drug targets still in Phase 2 or 3 trials and for further advances in MASH research and therapies [5,6]. However, despite recent discoveries highlighting the complexity and heterogeneity of MASH pathogenesis, which includes multiple parallel pathological insults, inter-organ crosstalk, and dynamic cell-to-cell interactions [7–11], key molecular factors driving the development of this disease, and their mechanisms, remain to be elucidated.

The nicotinic acetylcholine receptors (nAChRs) have received considerable attention as drug targets for many human diseases due to their broad distribution across neuronal and nonneuronal systems, their subunit-based unique structures, and their wide array of physiological and pathological functions [12]. Recent studies have revealed metabolic functions of nAChRs in the liver; however, these findings were primarily limited to immune cells, and thus distinct cell type-specific functions of nAChRs are mostly unknown in the liver under physiological and pathophysiological conditions [13–15]. Moreover, the source of acetylcholine that stimulates hepatic nAChR signaling is unclear due to debates over the presence of parasympathetic nerves and/or their significance in the liver [16–21].

Here, we identify high expression of cholinergic receptor nicotinic alpha 2 subunit (CHRNA2), an nAChR subunit, in mouse and human hepatocytes. We show that CHRNA2 is activated via paracrine signaling from local macrophage-derived acetylcholine during the onset of MASH. Such activation acts as an adaptive response to caloric overload to mitigate MASH-related pathogenesis, while hepatocyte-specific loss-of-function of CHRNA2 accelerates the disease development. Finally, pharmacological activation of this pathway in murine MASH models inhibits the disease progression. Together, our data identify a novel pathway involved in the response to hypercaloric hepatic stress that can be effectively targeted to attenuate MASH development.

## Results

### CHRNA2 signaling in hepatocytes is activated during metabolic adaptation to caloric overload

To identify the role of nAChRs and their therapeutic potential in liver disease, we first measured the expression levels of nAChRs in mouse liver under homeostatic conditions. In chow diet-fed wild-type (WT) mice, among all nAChR subunits, *Chrna2* was the most highly expressed in the liver (Figs 1A, S1A and S1B). A transgenic animal model, *Chrna2Cre*-RFP (red fluorescent protein) reporter mouse, visualized and confirmed robust expression of hepatocyte *Chrna2* in vivo (Fig 1B–1E). Interestingly, compared to chow-fed controls, hepatic *Chrna2* dynamically responded to metabolic stress and was up-regulated approximately 4-fold in livers from mice challenged with a Gubra-Amylin non-alcoholic steatohepatitis diet (GAN diet), which has been shown to cause hepatic steatosis, inflammation, and fibrosis, similar to morphological characteristics in human MASH [22] (Figs 1F and S1C). Consistent with this observation, publicly available human transcriptomic data revealed that *CHRNA2* was readily detectable in healthy livers and that individuals with obesity or type 2 diabetes, which commonly appear with MASH as its risk factors and comorbidities, tended to have higher hepatic *CHRNA2* expression than healthy control subjects (S1D–S1F Fig).

**Fig 1:**
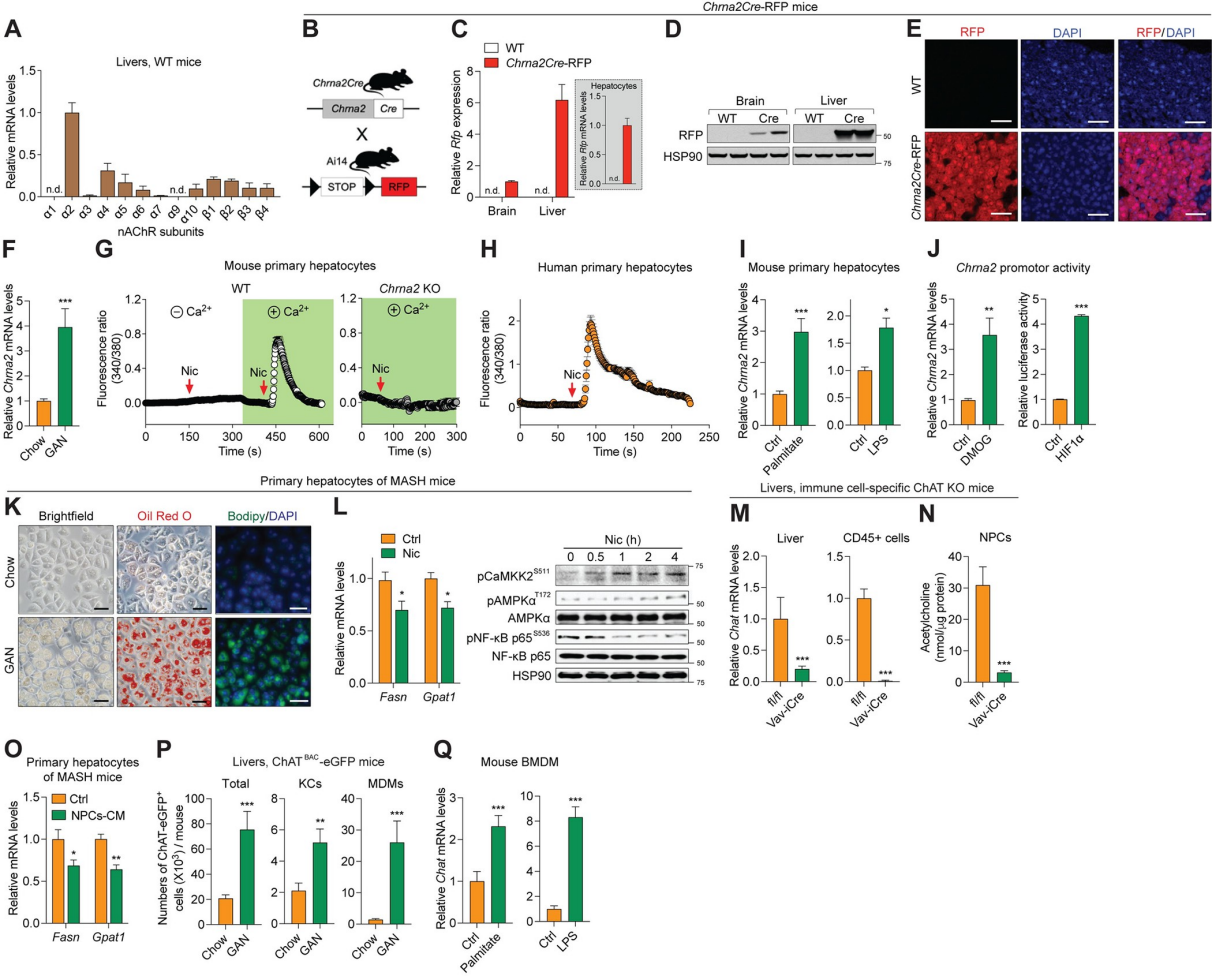
Hepatocyte CHRNA2 signaling is activated during metabolic adaptation to caloric overload. (A) qPCR analyses of genes encoding nAChR subunits in WT mouse livers (*n* = 9). (B) Schematic diagram describing the generation of *Chrna2Cre*-RFP mice by crossing *Chrna2Cre* and Ai14 mice. (C) qPCR analyses of *Rfp* expression in brains, livers, and primary hepatocytes of WT and *Chrna2Cre*-RFP mice (WT, *n* = 6; Cre, *n* = 6). (D) Immunoblot analyses for *Chrna2Cre*-mediated RFP and HSP90 (loading control) expression in brain and liver tissues of WT and *Chrna2Cre*-RFP mice. (E) RFP signals of liver sections of WT and *Chrna2Cre*-RFP mice. DAPI was used to stain nuclei. Scale bar, 50 μm. (F) qPCR analyses of *Chrna2* expression in liver tissues of WT mice fed with a chow diet or chronic Gubra-Amylin NASH (GAN) diet (Chow, *n* = 9; GAN, *n* = 5). (G) Intracellular calcium uptake mediated by the CHRNA2 agonist nicotine (Nic, 500 μm) in the presence or absence of calcium in primary hepatocytes from control WT and *Chrna2* KO mice (WT, *n* = 17; KO, *n* = 14). (H) Intracellular calcium uptake mediated by 500 μm Nic in human primary hepatocytes (*n* = 31). (I) qPCR analyses of *Chrna2* in primary WT mouse hepatocytes treated with vehicle (Ctrl), palmitate (0.25 mM for 16 h; left, *n* = 6 per group), or LPS (10 μg/ml for 4 h; right, *n* = 3 per group). (J) Left, qPCR analyses of *Chrna2* in primary WT mouse hepatocytes treated with vehicle (Ctrl) or 1 mM dimethyloxalylglycine (DMOG) for 20 h (*n* = 4 per group). Right, *Chrna2* transcriptional activity using a mouse *Chrna2*-promoter luciferase reporter construct with control vector or an *HIF1α*-expressing vector (*n* = 5 per group). (K) Morphology of primary hepatocytes isolated from chow or GAN diet-fed WT mice. Lipids droplets were stained with Oil Red O or Bodipy. DAPI was used to stain nuclei. Scale bar, 50 μm. Representative images are shown. (L) Left, qPCR analyses of hepatic lipogenic genes in vehicle (Ctrl) or Nic (2 mM for 6 h)-treated primary hepatocytes isolated from GAN diet-fed WT mice (Ctrl, *n* = 6; Nic, *n* = 5). Right, immunoblot analyses for CHRNA2-mediated signaling proteins and HSP90 (loading control) against MASH development in primary hepatocytes of GAN diet-fed WT mice after 2 mM Nic treatment for the indicated amount of time. (M) qPCR analyses of *Chat* in liver tissues (*Chat*^fl/fl^, *n* = 10; *Chat*^fl/fl^;*Vav-iCre*, *n* = 17) and sorted hepatic CD45^+^ cells (*Chat*^fl/fl^, *n* = 5; *Chat*^fl/fl^;*Vav-iCre*, *n* = 3). (N) Quantification of acetylcholine secreted from liver NPCs (*n* = 6 per group). (O) qPCR analyses of hepatic lipogenic genes in primary hepatocytes isolated from GAN diet-fed WT mice following treatment with control (Ctrl) or NPCs CM for 4 h (Ctrl, *n* = 5; NPCs-CM, *n* = 6). (P) Flow cytometric analyses for the abundance of total cells, Kupffer cells (KCs) and MDMs that express ChAT in liver NPCs from ChAT^BAC^-eGFP mice fed with chow diet or GAN diet (Chow, *n* = 10; GAN, *n* = 6). (Q) qPCR analyses of *Chat* in primary BMDMs stimulated with vehicle, 0.5 mM palmitate for 7 h (left; *n* = 6 per group) or 50 ng/ml LPS for 4 h (right; *n* = 6 per group). The data underlying the graphs in this figure can be found in S1 Data and S1 Raw Images. Mean ± SEM. n.d., not detected. *p < 0.05, **p < 0.01, ***p < 0.005 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test. BMDM, bone marrow-derived macrophage; CM, conditioned medium; KO, knockout; LPS, lipopolysaccharides; MASH, metabolic dysfunction-associated steatohepatitis; MDM, monocyte-derived macrophage; nAChR, nicotinic acetylcholine receptor; NPC, non-parenchymal cell; WT, wild-type.

Fractionation of mouse liver tissue revealed that *Chrna2* was enriched in hepatocytes compared to non-parenchymal cells (NPCs) (S1G and S1H Fig). As a subunit of the nAChRs, CHRNA2 forms a functional pentameric ion channel in response to agonist signaling [23]. In WT mouse hepatocytes stimulated with agonists for nAChRs, nicotine or acetylcholine, intracellular calcium (Ca^2+^) levels were induced, but not in *Chrna2* knockout (KO) cells, indicating that functional CHRNA2 protein is present and no other nAChR subunit is compensating for the absence of CHRNA2 in hepatocytes (Figs 1G, S1I and S1J). No response to either ligand was observed in the absence of extracellular Ca^2+^ (Figs 1G and S1J), consistent with an ionotropic rather than a metabotropic mechanism. Importantly, functional CHRNA2 signaling was conserved in human hepatocytes, including primary cells and the HepG2 cell line (Figs 1H, S1K and S1L).

We tested whether CHRNA2 has a distinct metabolic function in hepatocytes responding to metabolic stresses stemming from caloric overload. Pathological mechanisms of high calorie-induced liver diseases, including steatotic liver (SL) and MASH, encompass hepatic accumulation of excess free fatty acids (FFAs) from liver lipogenesis or circulation released from adipose tissues and hepatic exposure to gut-derived endotoxin, primarily lipopolysaccharides (LPS) [1,9,24]. In the presence of palmitate or LPS, we observed a significant induction of *Chrna2* expression in primary WT mouse hepatocytes and in HepG2 cells (Figs 1I and S1M). In addition, cellular oxygen sensing and hypoxia-inducible factor (HIF) signaling have been implicated in the pathogenesis of diet-induced metabolic liver diseases [25,26]. *Chrna2* expression was significantly increased in primary hepatocytes treated with dimethyloxalylglycine (DMOG) that increases the expression levels of HIF1 subunit alpha (HIF1α) via inhibition of HIF-prolylhydroxylase (Fig 1J). The direct activating effect of HIF1α on *Chrna2* promotor activity was further confirmed via a luciferase assay (Fig 1J). Further downstream analyses suggested that CHRNA2 may serve as a self-defense mechanism during metabolic adaptation to hypercaloric stress. To test the hepatocyte-autonomous role of CHRNA2 signaling, we adopted a previously reported in vitro system that employs primary hepatocyte culture from chronic GAN diet-fed mice, in which alive but injured hepatocytes exhibit lipid accumulation as seen in vivo (Fig 1K) [27,28]. In primary hepatocytes, treatment with the CHRNA2 agonist nicotine suppressed mRNA expression of de novo lipogenesis markers involved in the development of diet-induced liver diseases (Fig 1L). At the cell-autonomous level, the CHRNA2-dependent protective effects were mechanistically initiated by Ca^2+^-triggered phosphorylation of Ca^2+^/calmodulin-dependent protein kinase kinase 2 (CaMKK2) and mediated, at least in part, through phosphorylation of adenosine monophosphate (AMP)-activated protein kinase (AMPK), an energy sensor known to attenuate diet-induced SL [29–32], and through inactivation of its downstream target nuclear factor kappa B (NF-κB), a regulator of hepatic inflammation and injury (Figs 1L and S1N) [33].

We next identified the source of the agonist for hepatic CHRNA2 activation. The presence of parasympathetic nerves in the liver has been debated [16–21], and acetylcholine-synthesizing nonneuronal cells have been reported to participate in cholinergic regulation in peripheral tissues [34–36]. Therefore, we investigated whether a specific nonneuronal cell type is a part of the hepatic cholinergic system. Choline acetyltransferase (ChAT) is the enzyme responsible for acetylcholine biosynthesis, and thus its activity is regarded as a specific biomarker for the functional state of acetylcholine-producing cells [37–40]. We found that *Chat* expression was enriched in NPCs relative to hepatocytes in WT mouse livers (S2A Fig). Among total hepatic NPCs isolated from ChAT^BAC^-eGFP reporter mice, about 1.5% were GFP^+^, with CD45^+^ B cells (19.7% B220^+^, 34% B220^-^), T cells (17.7% CD4^+^, 1.1% CD8^+^), and macrophages (9.5% Kupffer cells, KCs, 6.2% monocyte-derived macrophages excluding neutrophils, MDMs) accounting for the majority of GFP^+^ cells (S2B and S2C Fig and S1 Table).

*Chat* expression was greatly lower in livers from *Chat*^fl/fl^;*Vav-iCre* mice upon hematopoietic lineage-specific *Chat* deletion, compared to floxed controls, demonstrating that a significant portion of hepatic *Chat* expression was derived from immune cells (Fig 1M). Ablation of *Chat* expression in immune cells was further confirmed in sorted CD45^+^ cells (Fig 1M). We next used mass spectrometry analysis to confirm that at a functional level, secretion of acetylcholine from hepatic NPCs was strikingly lower in *Chat*-deficient immune cells, compared to NPCs from floxed control mice (Fig 1N). Hepatic NPC-conditioned medium (CM) reduced transcriptional levels of lipogenic markers in injured primary hepatocytes from chronic GAN diet-fed mice, suggesting an interaction between NPCs and hepatocytes through acetylcholine (Fig 1O). In line with evidence from prior studies, these data emphasize the contribution of immune cells in regulating liver function at the physiological level [41,42].

We next examined whether hepatic ChAT-expressing immune cells respond to hypercaloric stress, leading to mobilization of the hepatic acetylcholine reservoir. After challenging ChAT^BAC^-eGFP mice with a GAN diet, the abundance of hepatic ChAT^+^ immune cells was greater than in chow-fed control mice, in part via dynamic changes in the macrophage pool, including resident KCs and recruited MDMs (Figs 1P, S2D and S2E). GAN diet feeding increased ChAT-eGFP expression, as analyzed by median fluorescence intensity (MFI), in hepatic ChAT^+^ KCs and MDMs (S2F Fig). We further confirmed the direct influence of metabolic stresses in the regulation of *Chat* expression in primary KCs and bone marrow-derived macrophages (BMDM) from WT mice. Treatment with palmitate or with LPS significantly induced *Chat* expression in primary mouse macrophages (Figs 1Q, S2G and S2H). Similar activation of the ChAT-CHRNA2 axis was observed in the liver and hepatocytes isolated from obese mice with high-fat diet (HFD) feeding (S3A–S3C Fig). These results collectively suggest that a functional acetylcholine-CHRNA2 signaling axis exists in the liver, and that it may serve as a defense mechanism in response to metabolic stresses that promote liver injury.

### Deficiency of hepatic CHRNA2 signaling accelerates the onset of diet-induced MASH

To test the physiological impact of activated hepatic acetylcholine-CHRNA2 signaling during metabolic adaptation upon calorie overload, we adopted an early disease stage of the diet-induced MASH model with reversible pathologies. Therefore, mice were exposed to a GAN diet for 18 weeks that developed mild MASH phenotypes with steatosis, hepatocellular ballooning, and modest fibrosis [43]. We examined the animals for the development of diet-induced MASH, including steatosis, hepatocyte injury, inflammation, and fibrosis, which are known to cause and characterize the disease phenotypes [1,11]. Under normal housing conditions and chow diet feeding, whole-body *Chrna2* KO mice showed no gross abnormalities in liver morphology and function (S4A–S4E Fig). However, after GAN diet feeding, *Chrna2* KO mice showed higher body weight and worse glucose tolerance without food intake difference than WT control mice (Figs 2A, 2B, S4F and S4G). The absence of CHRNA2 signaling resulted in significant hepatomegaly with elevated hepatic triglyceride (TG) levels and plasma alanine aminotransferase (ALT) levels compared to controls after GAN diet feeding (Fig 2C–2F). HE and Sirius Red staining suggested aggravated liver morphology with lipid accumulated or fibrotic areas increased in *Chrna2* KO mice relative to controls (Fig 2G). Consistently, qPCR analysis revealed that key genes that drive the onset and development of MASH, such as regulators of lipogenesis (*Srebp1*, sterol regulatory element-binding transcription factor 1; *Fasn*, fatty acid synthase; *Scd1*, stearoyl-Coenzyme A desaturase 1; *Acc1*, acetyl-Coenzyme A carboxylase alpha; *Gpat1*, glycerol-3-phosphate acyltransferase), endoplasmic reticulum (ER) stress (*Xbp1s*, X-box binding protein 1, spliced form; *Chop*, DNA-damage inducible transcript 3; *Erdj4*, DnaJ heat shock protein family member B9; *Atf4*, activating transcription factor 4), inflammation [*Il1b*, interleukin 1 beta; *iNOS*, nitric oxide synthase 2, inducible; *Ccl2*, chemokine (C-C motif) ligand 2; *Cxcl2*, chemokine (C-X-C motif) ligand 2; *Cxcl10*, chemokine (C-X-C motif) ligand 10; *Tnf*, tumor necrosis factor] and fibrogenesis (*Col1a1*, collagen, type I, alpha 1; *Acta2*, actin alpha 2, smooth muscle, aorta; *Mmp2*, matrix metallopeptidase 2; *Mmp13*, matrix metallopeptidase 13; *Timp1*, tissue inhibitor of metalloproteinase 1), were expressed at a higher level in *Chrna2* KO livers relative to WT when challenged with a GAN diet (Fig 2H). The *Chrna2* deficiency-associated liver damages were concomitant with increased SREBP1 maturation and phosphorylation of c-Jun NH2-terminal kinase (JNK) and NF-κB [33,44,45] (S4H Fig).

**Fig 2:**
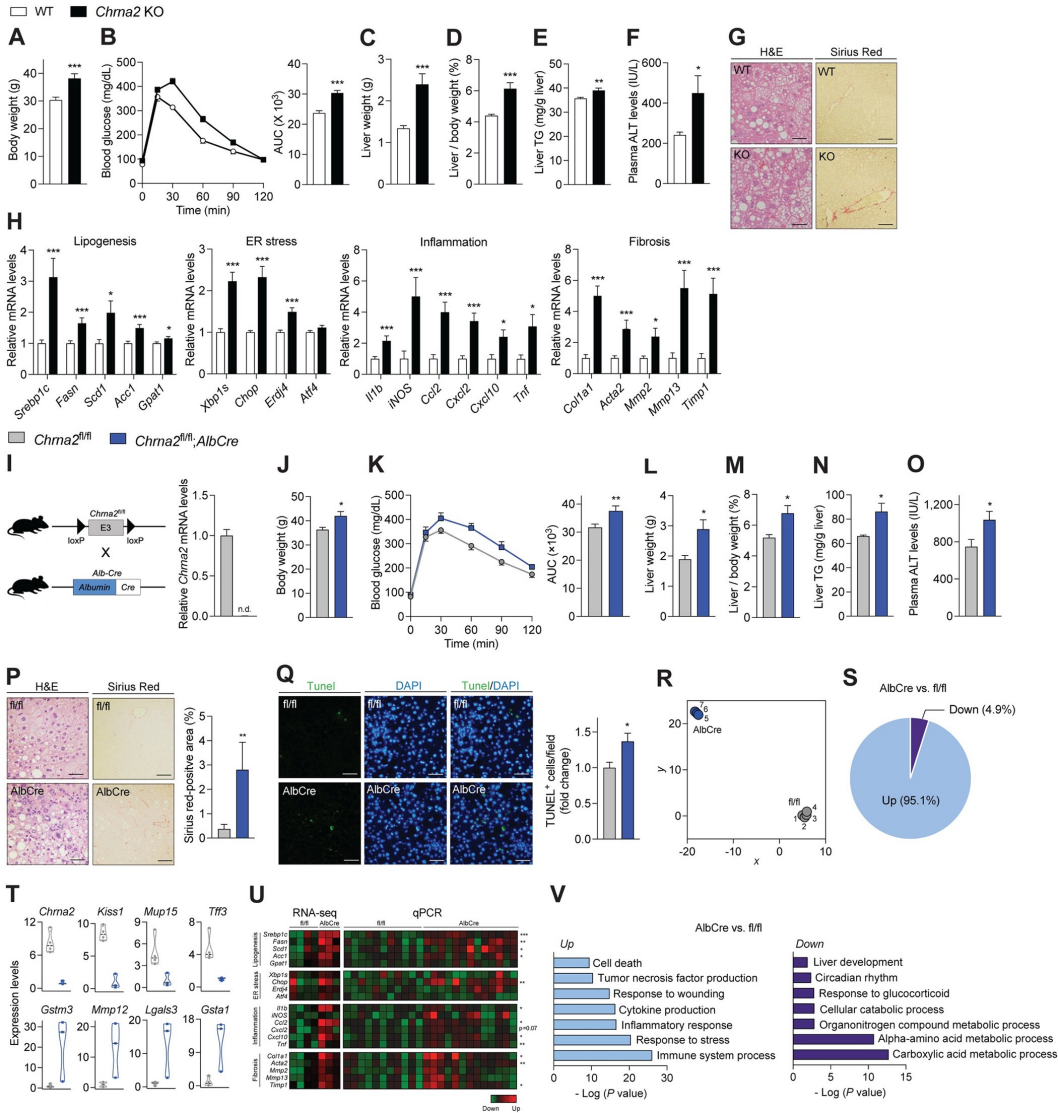
Deficiency of hepatic CHRNA2 signaling accelerates the onset of diet-induced MASH. (A–H) Control WT and whole-body *Chrna2* KO mice following 13-week Gubra-Amylin NASH (GAN) diet feeding. (A) Body weight (WT, *n* = 12; KO, *n* = 11). (B) GTT (*n* = 10 per group). AUC, area under the curve. (C) Liver weight (WT, *n* = 12; KO, *n* = 11). (D) Liver per body weight ratio (WT, *n* = 12; KO, *n* = 11). (E) Liver triglyceride (TG; *n* = 15 per group). (F) Plasma alanine aminotransferase (ALT; *n* = 10 per group). (G) HE and Sirius Red staining of liver sections. Scale bars, 50 μm. Representative images are shown. (H) qPCR analyses of MASH pathogenic genes in livers (WT, *n* = 12; KO, *n* = 11). (I–V) Control *Chrna2*^fl/fl^ and *Chrna2*^fl/fl^;*AlbCre* mice following prolonged GAN diet feeding. (I) Left, schematic diagram illustrating the generation of liver-specific *Chrna2* deleted mice by crossing *Chrna2*^fl/fl^ with *AlbCre* mice. Right, qPCR analyses of *Chrna2* mRNA expression in livers (*Chrna2*^fl/fl^, *n* = 10; *Chrna2*^fl/fl^;*AlbCre*, *n* = 7). (J) Body weight (*n* = 6 per group). (K) GTT (*Chrna2*^fl/fl^, *n* = 14; *Chrna2*^fl/fl^;*AlbCre*, *n* = 12). AUC, area under the curve. (L) Liver weight (*n* = 6 per group). (M) Liver per body weight ratio (*n* = 6 per group). (N) Liver TG (*n* = 12 per group). (O) Plasma ALT (*Chrna2*^fl/fl^, *n* = 15; *Chrna2*^fl/fl^;*AlbCre*, *n* = 12). (P) Left, HE and Sirius Red staining of liver sections. Scale bars, 50 μm. Representative images are shown. Right, quantification of Sirius Red-positive area (*Chrna2*^fl/fl^, *n* = 8; *Chrna2*^fl/fl^;*AlbCre*, *n* = 10). (Q) Left, TUNEL staining of liver sections. Scale bars, 50 μm. Representative images are shown. Right, the relative frequencies of TUNEL-positive cells per field (*Chrna2*^fl/fl^, *n* = 8; *Chrna2*^fl/fl^;*AlbCre*, *n* = 10). (R) Uniform Manifold Approximation and Projection analysis of gene expression profile from liver RNA sequencing (RNA-seq) (*Chrna2*^fl/fl^, *n* = 4; *Chrna2*^fl/fl^;*AlbCre*, *n* = 3). (S) The relative frequencies of differentially expressed genes from liver RNA-seq (*Chrna2*^fl/fl^, *n* = 4; *Chrna2*^fl/fl^;*AlbCre*, *n* = 3). (T) Significantly differentially expressed genes in *Chrna2*^fl/fl^;*AlbCre* mice relative to controls (*Chrna2*^fl/fl^, *n* = 4; *Chrna2*^fl/fl^;*AlbCre*, *n* = 3). (U) The mRNA expression of selected MASH pathogenic genes from RNA-seq (*Chrna2*^fl/fl^, *n* = 4; *Chrna2*^fl/fl^;*AlbCre*, *n* = 3) and validation using qPCR (*Chrna2*^fl/fl^, *n* = 11; *Chrna2*^fl/fl^;*AlbCre*, *n* = 13). (V) Biological pathway analysis of up- or down-regulated genes in *Chrna2*^fl/fl^;*AlbCre* mice relative to controls from (R). The data underlying the graphs in this figure can be found in S2 Data. Mean ± SEM. n.d., not detected. *p < 0.05, **p < 0.01, ***p < 0.005 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test. CHRNA2, cholinergic receptor nicotinic alpha 2 subunit; GTT, glucose tolerance test; HE, hematoxylin-eosin; KO, knockout; MASH, metabolic dysfunction-associated steatohepatitis; WT, wild-type.

We then expanded our investigation to explore the potential contribution of non-hepatic CHRNA2 signaling to GAN diet-induced liver disease phenotype and related metabolic dysfunction. Our previous study discovered a functional CHRNA2 signaling responsible for beige fat thermogenesis in subcutaneous adipose tissue [37,46]. We found minimal transcriptional changes in the thermogenic response to MASH-inducing GAN diet in the inguinal white adipose tissue (iWAT) of *Chrna2* KO mice compared with controls (S4I Fig). Lipolysis-liberated fatty acids from adipose tissue can exacerbate hepatic steatosis through increased uptake in the liver [47]. Yet, little differences in gene expression levels of lipolysis markers were observed in the iWAT of KO mice compared to those of controls after GAN diet feeding (S4I Fig). Additionally, no changes in the adaptive thermogenic transcriptional regulation of brown adipose tissue (BAT) and skeletal muscle with *Chrna2* deficiency consistently supported the negligible contribution of thermogenic defects in MASH development upon a GAN diet challenge (S4J–S4L Fig).

We further probed the hepatocyte-specific effects of CHRNA2 signaling in the onset of MASH using a hepatocyte-restricted *Chrna2* knockout mouse model (*Chrna2*^fl/fl^*;AlbCre*) (Fig 2I). *Chrna2* deletion in the liver was confirmed by qPCR, with no deletion of *Chrna2* seen in other tissues (Figs 2I and S5A). On a chow diet, body weight, food intake, liver mass and morphology, and hepatic functional gene expression were comparable between *Chrna2*^fl/fl^*;AlbCre* mice and *Chrna2*^fl/fl^ mice (S5B–S5F Fig). Additionally, iWAT with functional CHRNA2 signaling for beige thermogenesis was normal in its mass and thermogenic gene expression profile in hepatocyte-specific *Chrna2*-deleted mice under the basal condition (S5G Fig). After GAN diet challenge, *Chrna2*^fl/fl^;*AlbCre* mice demonstrated exacerbated systemic metabolic abnormality with higher body weight gain and glucose intolerance compared to *Chrna2*^fl/fl^ mice without food intake difference between the genotypes (Figs 2J, 2K and S5H–S5J). Advanced diet-induced MASH-related phenotypes were seen in *Chrna2*^fl/fl^;*AlbCre* mice with enlarged liver, increased liver to body weight ratio, increased plasma ALT levels, hepatic steatosis, fibrosis, and cell death relative to controls (Fig 2L–2Q). As determined by thermogenic gene expression levels in iWAT, BAT, skeletal muscle, and core body temperature, no obvious differences in adaptive thermogenesis were found between the 2 genotypes after GAN diet feeding (S5K–S5N Fig). Therefore, these data using *Chrna2*^fl/fl^;*AlbCre* mice suggest both the hepatic and the systemic defects are most likely to be direct consequence of hepatocyte-specific *Chrna2* deletion in response to a GAN diet. Furthermore, moderately higher blood TG levels in *Chrna2*^fl/fl^;*AlbCre* mice relative to controls after GAN diet feeding suggested that activated hepatic lipogenesis may play a causative role in exacerbated body weight gain and disease phenotypes in *Chrna2* deficiency (S5O Fig).

The liver tissues were collected for RNA sequencing (RNA-seq) to further test the consequences of hepatocyte *Chrna2* deficiency in diet-induced MASH development at the transcriptome level. An unbiased molecular landscape, generated by Uniform Manifold Approximation and Projection analysis, revealed a clear distinction between global gene expression profiles of *Chrna2*^fl/fl^ and *Chrna2*^fl/fl^;*AlbCre* (Fig 2R). The majority of differentially expressed genes (DEGs) were transcriptionally up-regulated in mutant livers relative to controls (Fig 2S). Among the DEGs, many highly up-regulated genes in the mutant livers have been implicated in susceptibility to metabolic stress and disease development, such as glutathione S-transferase, mu 3 (*Gstm3*), matrix metallopeptidase 12 (*Mmp12*), lectin, galactose binding, soluble 3 (*Lgals3*) and glutathione S-transferase, alpha 1 (*Gsta1*) [48–51] (Fig 2T). In addition to *Chrna2*, kisspeptin (*Kiss1*), major urinary protein 15 (*Mup15*) and trefoil factor 3, intestinal (*Tff3*) were identified among genes with the most decreased expression levels in mutant livers compared to control livers, which have been shown to be related to metabolic protection [52–54] (Fig 2T). We further validated that expression levels of selected MASH pathogenic markers were higher in mutant livers than controls using both RNA-seq and qPCR analyses (Fig 2U). Pathway analysis identified MASH-related signaling pathways, including cell death, cytokine production, and inflammatory response were enriched in *Chrna2*-deficient livers during MASH development. In contrast, fundamental biological processes, such as amino acid metabolism, cellular catabolic process, and response to glucocorticoid, were suppressed in livers without CHRNA2 (Fig 2V). Therefore, unbiased assessment of liver gene expression in GAN diet-fed control and *Chrna2*^fl/fl^;*AlbCre* mice revealed that hepatocyte-specific *Chrna2* deletion affected the hepatic molecular landscape, rendering an aggravated liver damage response during diet-induced MASH development.

### Loss of hepatocyte CHRNA2 signaling increases susceptibility to liver injury

One of the key hallmarks of MASH is the development of hepatic fibrosis based on liver cell damage [10]. Although the GAN diet is commonly used to induce SL/MASH, similar to the pathophysiology of human SL/MASH with obesity and insulin resistance, it has been reported to have limitations in inducing liver injuries [22,55]. Additionally, chronic hypercaloric GAN diet-induced significant fat expansion and body weight gain may be confounding factors for MASH development and progression in some cases. Thus, WT mice were next challenged with another MASH-inducing regimen involving exposure to both HFD-feeding and carbon tetrachloride (CCl_4_) treatment, which combines the brief obesogenic metabolic effects of an HFD and the accelerated ramification of CCl_4_ on the induction of liver injury and fibrosis without significant fat and body weight gain (Figs 3A and S6A) [56,57]. We first confirmed activated hepatic acetylcholine-CHRNA2 signaling in this MASH model, indicating its role as a self-defense mechanism against metabolic and injury insult. Increased hepatic *Chrna2* expression levels were observed in the livers of WT mice challenged with an HFD plus CCl_4_ compared to that from control-treated WT mice (Fig 3B). Similarly, the abundance of ChAT-expressing NPCs was significantly higher in livers from ChAT^BAC^-eGFP mice with HFD plus CCl_4_-induced MASH, with a particular contribution of macrophages, including KCs and MDMs, compared to control-treated mice (Figs 3C, S6B and S6C). The expression levels of ChAT in hepatic NPCs, as analyzed by MFI of GFP, were also found to be higher in HFD plus CCl_4_ treatment than in control (S6D Fig). Another reporter model for ChAT, the ChAT-eGFP;*ChATCre*-RFP mouse, confirmed the presence of acetylcholine-producing immune cells, including KCs and MDMs, and their induction in response to HFD plus CCl_4_ by exhibiting overlap between presently active ChAT-eGFP^+^ cells and permanently labeled RFP^+^ cells (S6E Fig). These results are consistent with the notion that the ChAT-CHRNA2 axis is activated during the onset of MASH.

**Fig 3:**
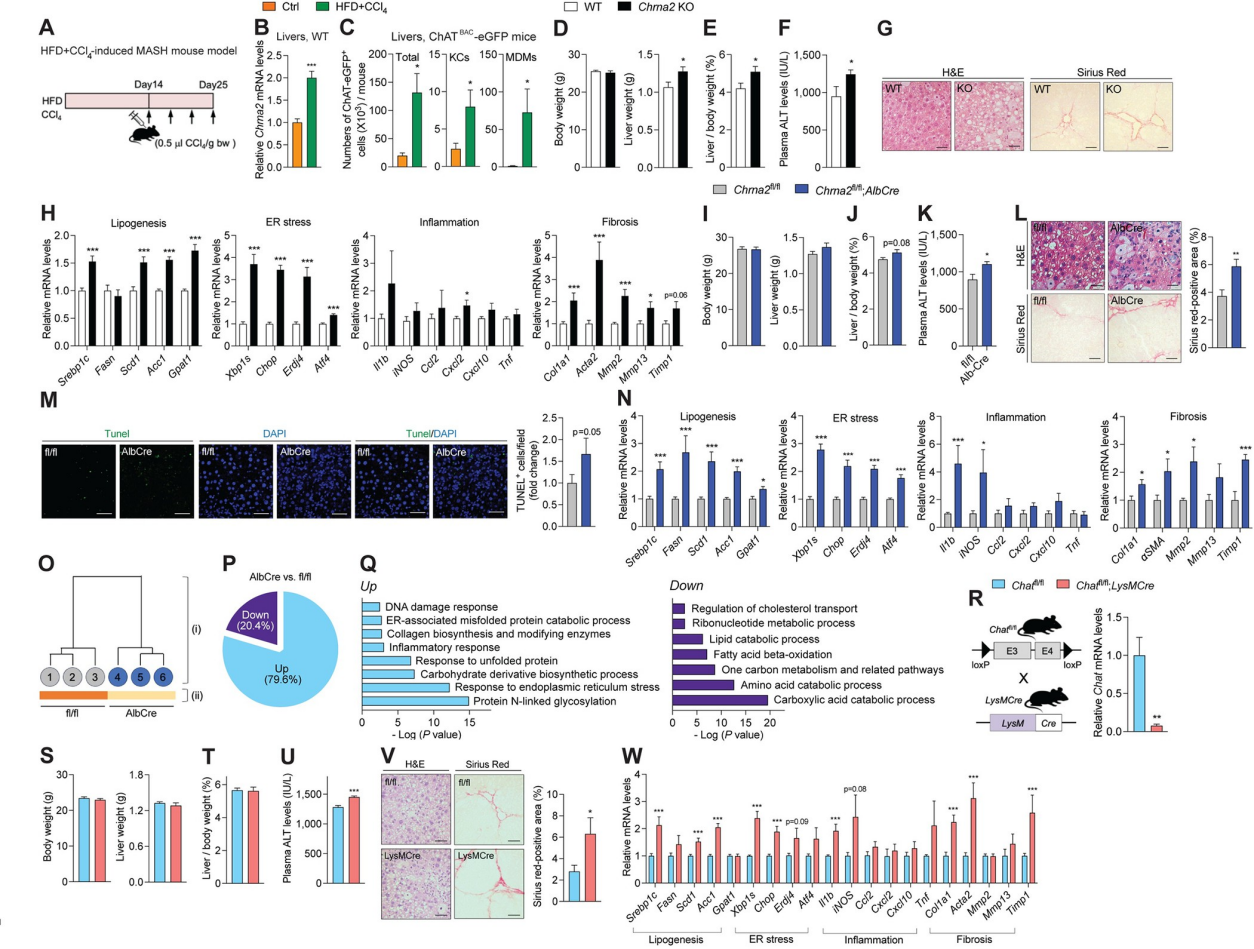
The loss of hepatic CHRNA2 signaling increases susceptibility to liver injury. (A) Schematic diagram illustrating the experimental outline of the development of mouse MASH using HFD feeding combined with carbon tetrachloride (HFD+CCl_4_) administration. (B) qPCR analyses of *Chrna2* expression in liver tissues of WT mice challenged with HFD+CCl_4_ and with control treatment (Ctrl, *n* = 9; HFD+CCl_4_, *n* = 5). (C) Flow cytometric analyses of the abundance of total cells, Kupffer cells (KCs) and MDMs that express ChAT in liver NPCs from ChAT^BAC^-eGFP mice challenged with HFD+CCl_4_ or control treatment (Ctrl, *n* = 6; HFD+CCl_4_, *n* = 4). (D–H) Control WT and whole-body *Chrna2* KO mice treated with HFD+CCl_4_. (D) Left, body weight (WT, *n* = 9; KO, *n* = 7). Right, liver weight (WT, *n* = 9; KO, *n* = 7). (E) Liver per body weight ratio (WT, *n* = 9; KO, *n* = 7). (F) Plasma alanine aminotransferase (ALT; WT, *n* = 10; KO, *n* = 13). (G) HE and Sirius Red staining of liver sections. Scale bars, 50 μm. Representative images are shown. (H) qPCR analyses of MASH pathogenic genes in livers (WT, *n* = 10; KO, *n* = 8). (I–Q) Control *Chrna2*^fl/fl^ and *Chrna2*^fl/fl^;*AlbCre* mice treated with HFD+CCl_4_. (I) Left, body weight (*n* = 6 per group). Right, liver weight (*n* = 6 per group). (J) Liver per body weight ratio (*n* = 6 per group). (K) Plasma ALT (*Chrna2*^fl/fl^, *n* = 13; *Chrna2*^fl/fl^;*AlbCre*, *n* = 8). (L) Left, HE and Sirius Red staining of liver sections. Scale bars, 50 μm. Representative images are shown. Right, quantification of Sirius Red-positive area (*Chrna2*^fl/fl^, *n* = 11; *Chrna2*^fl/fl^;*AlbCre*, *n* = 13). (M) Left, TUNEL staining of liver sections. Scale bars, 50 μm. Right, the relative frequencies of TUNEL-positive cells per field (*Chrna2*^fl/fl^, *n* = 14; *Chrna2*^fl/fl^;*AlbCre*, *n* = 12). Representative images are shown. (N) qPCR analyses of MASH pathogenic genes in livers (*Chrna2*^fl/fl^, *n* = 10; Cre, *n* = 8). (O) Hierarchical (i) and k-means (ii) clustering of hepatic transcriptome assessed with RNA-seq (*n* = 3 per group). The horizontal distance in (i) indicates similarities among each cluster. (P) The relative frequencies of differentially expressed genes from liver RNA-seq (*n* = 3 per group). (Q) Biological pathway analysis of up- or down-regulated genes in *Chrna2*^fl/fl^;*AlbCre* mice relative to controls from liver RNA-seq (*n* = 3 per group). (R) Left, schematic diagram illustrating the generation of macrophage-specific *Chat* deleted mice by crossing *Chat*^fl/fl^ with *LysMCre* mice. Right, qPCR analyses of *Chat* mRNA expression in isolated liver macrophages (*n* = 4 per group). (S–W) Control *Chat*^fl/fl^ and *Chat*^fl/fl^;*LysMCre* mice treated with HFD+CCl_4_. (S) Left, body weight (*Chat*^fl/fl^, *n* = 7; *Chat*^fl/fl^;*LysMCre*, *n* = 6). Right, liver weight (*Chat*^fl/fl^, *n* = 7; *Chat*^fl/fl^;*LysMCre*, *n* = 6). (T) Liver per body weight ratio (*Chat*^fl/fl^, *n* = 7; *Chat*^fl/fl^;*LysMCre*, *n* = 6). (U) Plasma ALT (*Chat*^fl/fl^, *n* = 7; *Chat*^fl/fl^;*LysMCre*, *n* = 6). (V) Left, HE and Sirius Red staining of liver sections. Scale bars, 50 μm. Representative images are shown. Right, quantification of Sirius Red-positive area (*Chat*^fl/fl^, *n* = 7; *Chat*^fl/fl^;*LysMCre*, *n* = 6). (W) qPCR analyses of MASH pathogenic genes in livers (*Chat*^fl/fl^, *n* = 7; *Chat*^fl/fl^;*LysMCre*, *n* = 6). The data underlying the graphs in this figure can be found in S3 Data. Mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.005 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test. ChAT, choline acetyltransferase; CHRNA2, cholinergic receptor nicotinic alpha 2 subunit; HE, hematoxylin-eosin; HFD, high-fat diet; KO, knockout; MASH, metabolic dysfunction-associated steatohepatitis; MDM, monocyte-derived macrophage; NPC, non-parenchymal cell; WT, wild-type.

When challenged with the HFD plus CCl_4_ regimen, significantly higher liver-to-body weight ratio and ALT levels were observed in *Chrna2* KO mice compared to control mice with no difference in body weights and food intake (Figs 3D–3F and S6F). Consistent with these findings, histological analyses suggested more lipid accumulation and fibrotic fibers in the livers of *Chrna2* KO mice compared to those of control mice given HFD plus CCl_4_ (Fig 3G). Gene expression analysis revealed that key regulators in lipogenesis, ER stress, inflammation, and fibrogenesis was expressed at a higher level in livers from *Chrna2* KO mice compared to control mice after HFD plus CCl_4_ challenge (Fig 3H). Furthermore, our data using hepatocyte-specific CHRNA2-deficient mice confirmed the direct contribution of hepatic CHRNA2 signaling in HFD plus CCl_4_-induced MASH development. *Chrna2*^fl/fl^*;AlbCre* mice treated with this regimen rendered a more severe MASH-associated phenotype compared to controls, similar to what was observed in global *Chrna2* KO mice. This manifested as increased ALT levels, worsened liver steatosis, Sirius Red-positive area for fibrotic fibers, cell death, and increased MASH-related gene expression without body weight differences, compared to those of the littermate control *Chrna2*^fl/fl^ mice (Fig 3I–3N and S6G). Moreover, our unbiased transcriptome analysis identified a distinct hepatic molecular landscape between the 2 genotypes following HFD plus CCl_4_ treatment, with the majority of DEGs up-regulated in mutant livers relative to controls (Fig 3O and 3P). 

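Liver RNA was sequenced from 3 Chrna2fl/fl mice and 3 Chrna2fl/fl;AlbCre mice, in which Cre driven by the albumin promoter deletes floxed Chrna2 in hepatocytes. The mice were fed an HFD with 60% of calories from fat for 4 weeks and injected with CCl4 at 0.5 μl/g 2 times per week in the third and the fourth week. Chrna2 (ENSMUSG00000022041, chromosome 14 of GRCm38 from 66135039 to 66152948) was at 1.24, 1.20 and 2.64 FPKM in control livers a, b and c and at 0.36, 0.03 and 0.32 FPKM in mutant livers a, b and c. This left 14.0% of the control mean, a log2 fold change of -2.52 (standard error 0.64, adjusted p = 0.255 from limma). Every mutant liver lay below every control liver (exact permutation test, two-sided p = 0.1, the smallest that 3 mice against 3 allow). Transcript of the Cre transgene was listed at 0 in all 3 control livers and at 3.31, 2.76 and 4.34 FPKM in the mutant livers. The authors made directional libraries from poly(A) RNA, sequenced paired reads of 151 nt, aligned them to GRCm38 with STAR v2.7.8a and computed gene FPKM with RSEM v1.3.3. The deposited table has 1 column per liver, and no counts were used here. The steps between low FPKM values, of which 83.1% to 89.4% per library were whole fragments within 0.15, gave depths of 17.6, 16.9 and 17.2 M fragments for the control libraries and 9.13, 9.18 and 9.35 M fragments for the mutant libraries. Because the depths of the genotypes did not overlap, a sequencing batch cannot be told apart from the genotype. For the tests, 0.1 was added to FPKM, as in the study, and log2 values of the 13943 genes with a mean of at least 0.5 FPKM over all 6 livers were compared with limma, with Benjamini-Hochberg adjustment. Fold changes are on this log2(FPKM + 0.1) scale, which understates changes of genes with low values.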

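Under the authors' scaling, more genes were higher than lower in mutant livers, and that balance depended on the scaling. At an unadjusted p under 0.05 from limma, 1842 genes were higher and 421 were lower, so 81.4% of 2263 genes were higher, where chance gives 697 genes on average. Other splits of the 6 livers into 3 and 3 gave 262 to 1196 genes, with up to 81.0% of them in 1 direction. An imbalance of this size therefore also arose in splits that mix the genotypes. After median-ratio scaling of the libraries, 46.0% of 1911 such genes were higher, and after quantile normalization 51.0% of 1873. The median log2 fold change of all tested genes was 0.19 as deposited, with 70.3% of genes above 0, a shift that the fold changes of single genes include and that medians of gene lists are given relative to. Tmem258, a subunit of the oligosaccharyltransferase, was at 43.1 ± 6.63 FPKM (SD, n = 3) in control livers and 85.6 ± 5.24 FPKM (SD, n = 3) in mutant livers. Hamp2, a hepcidin gene, was at 88.2 ± 15.7 FPKM (SD, n = 3) and 25.4 ± 11.3 FPKM (SD, n = 3). Their log2 fold changes were 1.00 (standard error 0.15) and -1.86 (standard error 0.30), both with an adjusted p of 0.243 from limma; Hamp2 passed without mutant liver a, at -2.20. The smallest adjusted p, 0.0522, belonged to the Cre transgene and to Gm8325, a pseudogene that may share reads with its parent gene and was at 111 FPKM in control livers and 0.42 FPKM in mutant livers; both were chosen after their values were seen. Thus limma called 0 genes higher and 0 lower at an adjusted p under 0.05. Without its trend, limma called 1 higher and 6 lower, and with array weights 1 higher and 3 lower. An unmoderated test called 1 higher and 4 lower on log2 values and 0 higher and 1 lower on FPKM. Without control liver b, 34 genes were higher, the Cre transgene among them, and 5 were lower, Gm8325 among them. The same omission raised the genes at an unadjusted p under 0.05 to 3407, while leaving out control liver a, control liver c or mutant liver b gave 1418, 1328 and 1406. Without mutant liver a, 1 gene was higher and 6 were lower at an adjusted p under 0.05. Without mutant liver b, 2 were lower, and without mutant liver c, 1 was lower. Apart from Hamp2 and Zc3h11a, the genes called without a mutant liver had names that are only identifiers, such as Gm8325. All 3 mutant livers lay above every control liver for 2606 genes and below for 605, together 23.0% of genes against 10% by chance. With a fold change over 3, 125 genes were higher and 59 lower at an unadjusted p under 0.05. Across the tested genes, the mean Pearson correlation was 0.943 between livers of one genotype and 0.934 between genotypes. The difference of 0.00913 was the highest of the 10 splits of the livers (exact permutation test, p = 0.1, the smallest possible), and without control liver c it was 8.9e-05. Hierarchical clustering with average linkage placed 4 of 6 livers with their genotype, with control liver c alone, and with complete linkage 6 of 6. With 1 liver left out, average linkage placed 5 of 5 without control liver b or mutant liver a, 4 of 5 without control liver a and 3 of 5 without control liver c, mutant liver b or mutant liver c. K-means clustering placed 5 of 6, with control liver b among the mutant livers. Clusters were matched to the genotypes in the way that gave the higher count. So 3 was the lowest count possible, and any cut that sets 1 of 6 livers apart gives 4 of 6.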

Biological pathway analysis consistently supported our observation of exacerbated MASH-related phenotypes in the absence of *Chrna2* by identifying down-regulated energy catabolic pathways and up-regulated pathological pathways, such as ER stress and collagen biosynthesis, in mutant livers compared with controls (Fig 3Q). These data generated using the HFD plus CCl_4_ regimen indicate that the loss of hepatocyte CHRNA2 signaling increases susceptibility to liver injury, a major pathogenic feature of MASH, without potential confounding influence due to fat expansion and body weight gain.

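Relative to other genes, lists of protein N-linked glycosylation and ER stress were higher and lists of amino acid catabolism and fatty acid beta-oxidation lower in mutant livers by limma's camera with a preset correlation between genes, and no list passed with an estimated correlation. Creld2, an ER chaperone gene, was at 29.2 ± 9.72 FPKM (SD, n = 3) in control livers and 91.5 ± 8.93 FPKM (SD, n = 3) in mutant livers. Hyou1, another ER chaperone gene, was at 29.0 ± 11.8 and 82.9 ± 11.3 FPKM (SD, n = 3 each). Prodh, which starts proline breakdown, was at 64.6 ± 5.96 and 24.4 ± 11.3 FPKM (SD, n = 3 each), and Cth, an enzyme of cysteine synthesis, at 234 ± 51.1 and 118 ± 21.9 FPKM (SD, n = 3 each). Their log2 fold changes were 1.70, 1.58, -1.52 and -0.98, and limma gave adjusted p of 0.243, 0.245, 0.255 and 0.245. These genes were named for having the smallest p in the lists of ER stress and amino acid catabolism, so they overstate the usual change. The median log2 fold changes of these lists, with the shift left in, were 0.72 and -0.35. Hyou1 passed without control liver b, at 1.89.
Of 13 gene lists written for the terms of Fig 3Q before the data were examined, camera with a preset correlation of 0.01 placed 5 higher and 4 lower than other genes at an adjusted p under 0.05 over 51 lists. The paper drew those terms from these same livers, so lists that pass in its direction are no independent support for it. With an estimated correlation 0 of 51 lists passed, and fry also called 0 of 51. For the Fig 3Q lists that passed, the estimated correlations were 0.095 (lipid catabolism) to 0.60 (collagen synthesis), above the preset 0.01. Correlation alone does not account for the loss. The list of xenobiotic cytochrome P450 enzymes had an estimated correlation of 0.0089, below the preset. Its unadjusted camera p still went from 9.9e-14 to 0.00167. With 3 livers per genotype, 0 of 51 is not evidence that the lists were unchanged. Over splits of the 6 livers into 3 and 3, camera with the preset correlation passed 26 lists in the real split. In the other splits it passed 9 to 27, so its small p-values are weak evidence for an effect of genotype. Among 45 genes of protein N-linked glycosylation, 43 had a positive fold change, 23 lay above every control liver, as did 18.7% of all tested genes, and the median log2 fold change was 0.34 relative to all tested genes (camera adjusted p = 5.8e-08). Genes of ER stress and the unfolded protein response had a relative median of 0.54 (36 genes, adjusted p = 6.0e-06), and those of nucleotide sugar and carbohydrate derivative synthesis 0.55 (19 genes, adjusted p = 9.3e-04), or 0.31 without control liver c. ER-associated degradation had a relative median of 0.11 (27 genes, adjusted p = 0.00813), or 0.063 without control liver a (0.0754) and 0.070 without mutant liver a (0.0136), in a range from 0.0027 with 1 library left out. Collagen synthesis and modifying enzymes had a relative median of 0.67 (34 genes, adjusted p = 0.00169), and the call was lost without control liver c (0.0729) or mutant liver b (0.103), in a range from 5.0e-06 with 1 library left out. The median fell to 0.34 without control liver c and rose to 1.06 without mutant liver c. The mean score of this list rose over the livers in the order of the mean fragment length of their libraries. It went from -1.15 in control liver c (259.0 nt) to 0.81 in mutant liver b (286.8 nt). Fragment length was 259.0 to 273.8 nt in control and 272.6 to 286.8 nt in mutant libraries, and its part here was not tested. Markers of myofibroblasts, cells that make collagen, were higher too (relative median 1.45, or 0.95 without control liver c, 12 genes, adjusted p = 7.6e-05), and those of hepatic stellate cells did not pass (0.44, 14 genes, adjusted p = 0.0901). The stellate markers passed without control liver b (0.00170) or mutant liver c (0.00629), and with no filter (0.0197), median-ratio scaling (0.0130), quantile normalization (0.0259), array weights (0.0250) or the replicate letter as a block (0.00247). Among the lower lists, 50 of 56 genes of amino acid catabolism had a negative fold change, with a relative median of -0.54 (adjusted p = 8.6e-24). Fatty acid beta-oxidation had a relative median of -0.52 (31 genes, adjusted p = 2.3e-15), lipid catabolism -0.41 (29 genes, adjusted p = 5.5e-10) and one carbon metabolism -0.28 (30 genes, adjusted p = 2.1e-07). With an estimated correlation the adjusted p was from 0.514 to 0.682 for the 5 higher lists. For the 4 lower ones it was 0.232, 0.404, 0.232 and 0.246 in the order given. Camera also placed markers of monocyte-derived macrophages (relative median 0.76, adjusted p = 0.00185) and sinusoidal endothelial cells (0.45, 4.9e-04) higher. Pan-macrophage markers were higher too (0.58, 0.0043). Those of Kupffer cells (0.45, 0.062) and of hepatocytes in general (-0.24, 0.213) did not pass. Pericentral (-0.79, 1.0e-10) and periportal hepatocyte genes (-0.59, 2.4e-07) were lower. Changed cell shares therefore stay open for the higher lists, collagen synthesis and ER stress among them, for the lower lists and for inflammatory response. Inflammatory response had a relative median of 0.26 (33 genes, adjusted p = 0.0555), and with 1 library left out it had 0.00699 to 0.142, passing without mutant liver a. With all 6 livers it passed with no filter (0.0162), median-ratio scaling (0.0108), quantile normalization (0.0285), limma without the trend (0.0363), the replicate letter as a block (0.0420) or members of 1 list only (0.0353). DNA damage response (31 genes, adjusted p = 0.809), purine and pyrimidine metabolism (31 genes, 0.417) and cholesterol transport (28 genes, 0.145) did not pass. Their relative medians were -0.012, -6.3e-04 and -0.11, while camera's direction was higher for the first of them and lower for the last 2, and the mean log2 fold changes, which include the shift, were 0.28, 0.09 and 0.15. No member of these lists passed limma's test over all genes (all counts 0 higher and 0 lower), while adjusted over the list alone 20 genes of ER stress, 19 of N-linked glycosylation, 7 of nucleotide sugar synthesis and 6 of ER-associated degradation were higher. Also adjusted over the list alone, 10 genes of one carbon metabolism, 4 of purine and pyrimidine metabolism, 2 of lipid catabolism and 1 of ER stress were lower, and 2 of one carbon metabolism were higher; the other lists had 0. At an unadjusted p under 0.05 from limma, 21 of 36 genes of ER stress were higher. So were 8 of 34 of collagen synthesis and 9 of 33 of inflammatory response. Lower ones were 21 of 56 of amino acid catabolism and 9 of 31 of beta-oxidation. Over all 13943 tested genes, 1842 were higher and 421 lower at this threshold.

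**Figure D1:**
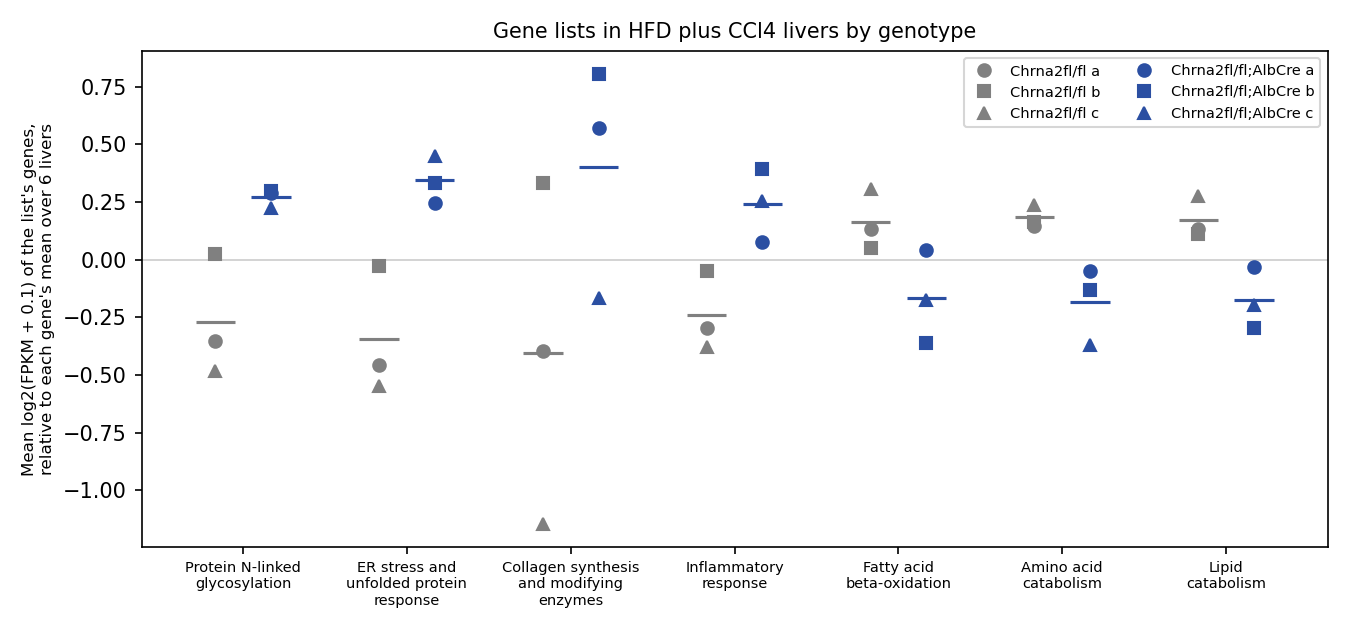
Mean log2(FPKM + 0.1) of each list's genes per liver, relative to each gene's mean over the 6 livers, with Chrna2fl/fl livers in gray and Chrna2fl/fl;AlbCre livers in blue; symbols mark livers a, b and c and lines the group means. Control liver b is the highest control for the 4 lists at the left, at 0.33 for collagen synthesis, above mutant liver c at -0.17.

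The paper takes the lower energy catabolic pathways and the higher pathological pathways of its own analysis as support for the worsened phenotype that it had observed in these mice (Fig 3Q).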

Our study identified a subpopulation of hepatic macrophages synthesizing acetylcholine and communicating with hepatocyte CHRNA2 through paracrine signaling. Therefore, we next investigated the physiological significance of acetylcholine-synthesizing macrophages in MASH development. ChAT-eGFP;*LysMCre*-RFP double reporter mice revealed that a significant portion of ChAT-eGFP+ macrophages were labeled with *LysMCre*-driven RFP (S7A Fig). In line with this observation, *Chat*^fl/fl^;*LysMCre* mice demonstrated a robust reduction of *Chat* expression in liver macrophages compared to control *Chat*^fl/fl^ mice, indicating enrichment of *Chat* expression and highly effective *LysMCre*-mediated *Chat* deletion in hepatic macrophages (Fig 3R). In the basal condition, mutant mice did not differ in body weight or liver profiles from controls (S7B–S7F Fig). However, in response to HFD plus CCl_4_ treatment, *Chat*^fl/fl^;*LysMCre* mice exhibited worsened MASH-related parameters, including blood ALT levels, liver steatosis, collagen deposition, and hepatic gene expression levels for lipogenesis and injury, compared to controls, although differences between the 2 genotypes were not as profound as *Chrna2-*deficient animals relative to their corresponding controls (Fig 3S–3W, S7G and S7H). These findings highlight that defective hepatocyte CHRNA2 signaling due to a lack of macrophage-derived acetylcholine increases susceptibility to liver injury.

### Pharmacological inhibition of acetylcholine degradation alleviates MASH phenotypes

The above data suggest that hepatocyte CHRNA2 signaling offers at least partial protection against diet-induced MASH development. Thus, we wanted to test if further activation of this defense pathway would offer greater protection against MASH. Thus, we next adopted a gain-of-function approach using rivastigmine, a pharmacological inhibitor of acetylcholine degradation, to activate cholinergic signaling in diet-induced MASH animal models (Fig 4A). Such inhibitors, including rivastigmine, have been used clinically for treating neurodegenerative diseases for decades [58,59]. While no significant differences in food intake were observed, suggesting no appetite change (Fig 4B), improved glucose tolerance after rivastigmine treatment demonstrated the drug treatment has metabolically beneficial effects on mice fed a GAN diet (Fig 4C). Trending lower body weights and statistically significantly lower liver mass, independent of the body weight change, were seen in rivastigmine-treated mice compared to control-treated mice (Fig 4D and 4E). Rivastigmine treatment resulted in significantly lower hepatic TG content and plasma ALT levels in the animals developing MASH, compared to vehicle-control mice, suggesting that drug treatment ameliorated MASH-associated steatosis and liver damage (Fig 4F and 4G). Consistent with these results, liver morphology examination suggested less lipid-laden hepatocytes and fibrosis in MASH mice after rivastigmine treatment compared to controls (Fig 4H). Likewise, rivastigmine treatment was associated with significantly lower hepatic transcriptional activation of major genes involved in MASH pathogenesis (Fig 4I). However, no significant changes in iWAT weight or thermogenic gene expression were observed after 2 weeks of rivastigmine treatment (Fig 4J), suggesting that acute inhibition of acetylcholine degradation is insufficient to fully activate adipose CHRNA2 signaling, particularly in obesity, when beige adipocyte activity is repressed. We observed similar beneficial outcomes from rivastigmine treatment in WT mice fed a chronic HFD, suggesting that rivastigmine may be efficacious as both a treatment for MASH development and as an early intervention to mitigate the risk of MASH development (S8A–S8D Fig). In contrast, in chow diet-fed mice, when the acetylcholine-CHRNA2 adaptive signaling is not activated under healthy conditions, the effects of rivastigmine were almost absent in liver (S8E–S8H Fig).

**Fig 4:**
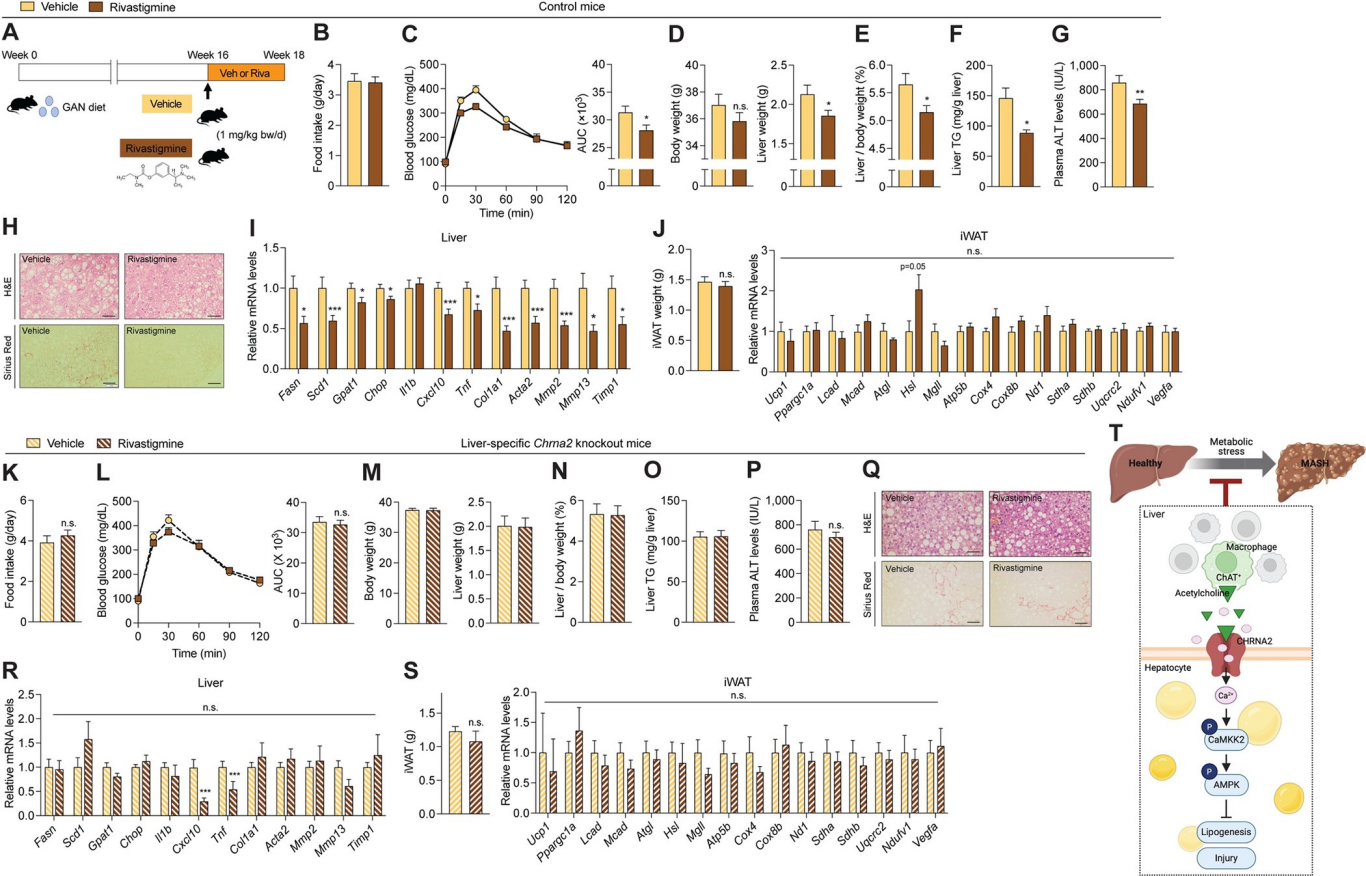
Pharmacological inhibition of acetylcholine degradation ameliorates MASH phenotypes. (A) Schematic diagram illustrating the experimental outline. Gubra-Amylin NASH (GAN) diet-fed mice were treated with vehicle (Veh) or rivastigmine (Riva, 1 mg/kg body weight/day) for 2 weeks. (B–J) GAN diet-fed control mice treated with Veh or Riva. (B) Daily food intake (*n* = 7). (C) GTT (*n* = 8). AUC, area under the curve. (D) Left, body weight (Veh, *n* = 21; Riva, *n* = 26). Right, liver weight (Veh, *n* = 21; Riva, *n* = 26). (E) Liver per body weight ratio (Veh, *n* = 21; Riva, *n* = 26). (F) Liver triglyceride (TG; Veh, *n* = 15; Riva, *n* = 12). (G) Plasma alanine aminotransferase (ALT; Veh, *n* = 27; Riva, *n* = 21). (H) HE and Sirius Red staining of liver sections. Scale bar, 50 μm. Representative images are shown. (I) qPCR analyses of MASH pathogenic genes in the liver (Veh, *n* = 21; Riva, *n* = 22). (J) Left, iWAT weight (Veh, *n* = 8; Riva, *n* = 6). Right, qPCR analyses of adaptive thermogenic genes in iWAT (Veh, *n* = 8; Riva, *n* = 6). (K–S) GAN diet-fed liver-specific *Chrna2* KO mice treated with Veh or Riva. (K) Daily food intake (*n* = 16). (L) GTT (Veh, *n* = 7; Riva, *n* = 8). AUC, area under the curve. (M) Left, body weight (Veh, *n* = 15; Riva, *n* = 14). Right, liver weight (Veh, *n* = 15; Riva, *n* = 14). (N) Liver per body weight ratio (Veh, *n* = 15; Riva, *n* = 14). (O) Liver TG (Veh, *n* = 16; Riva, *n* = 17). (P) Plasma ALT (Veh, *n* = 27; Riva, *n* = 39). (Q) HE and Sirius Red staining of liver sections. Scale bars, 50 μm. Representative images are shown. (R) qPCR analyses of MASH pathogenic genes in the liver (Veh, *n* = 13; Riva, *n* = 11). (S) iWAT weight (*n* = 7 per group). Right, qPCR analyses of adaptive thermogenic genes in iWAT (*n* = 7 per group). (T) A proposed model of CHRNA2-mediated liver-protective effects against MASH. The data underlying the graphs in this figure can be found in S4 Data. Mean ± SEM. n.s., not significant. *p < 0.05, **p < 0.01, ***p < 0.005 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test. GTT, glucose tolerance test; HE, hematoxylin-eosin; iWAT, inguinal white adipose tissue; MASH, metabolic dysfunction-associated steatohepatitis.

In contrast to WT mice, when GAN diet-fed hepatocyte-specific *Chrna2* KO (*Chrna2*^fl/fl^;*AlbCre*) mice were treated with rivastigmine, minimal beneficial effects of rivastigmine on both systemic metabolism and hepatic function were observed (Fig 4K–4Q). Liver gene expression analyses showed that except for some inflammatory genes, most of the genes that drive MASH-related phenotypes had similar expression patterns between vehicle and rivastigmine groups (Fig 4R). Consistent with the observation in control animals, rivastigmine treatment for hepatocyte CHRNA2 activation did not alter iWAT mass and thermogenic activation at the transcriptional level in mutant animals fed the GAN diet (Fig 4S). In addition, BAT, where there is no functional CHRNA2 signaling, did not show any unexpected thermogenic responses to rivastigmine in both control and *Chrna2*^fl/fl^;*AlbCre* mice fed the GAN diet (S9 Fig). We further confirmed that hepatocyte CHRNA2-dependent liver-protective effects of rivastigmine were reproduced in HFD plus CCl_4_-induced MASH models (S10 Fig). These results indicate that the protective effects of rivastigmine against MASH development are primarily mediated via hepatocyte CHRNA2 signaling. Collectively, these results show that hepatocyte CHRNA2 signaling is manipulable and hence, may hold therapeutic potential to treat MASH.

## Discussion

The nAChRs have received recent attention as drug targets for many human diseases due to their rich diversity in expression patterns and biological function [12]. Our study suggests that a hepatic acetylcholine-CHRNA2 signaling axis comprised of local acetylcholine-secreting macrophages and hepatocytes, senses hypercaloric metabolic stress and is stimulated through CaMKK2-AMPK signaling to defend against the development of MASH (Fig 4T). Importantly, this newly identified hepatic signaling pathway is physiologically significant, as the loss of hepatic CHRNA2 expression exacerbated MASH pathophysiology in 2 different mouse models. In contrast, enhancing this signaling pathway via rivastigmine treatment ameliorated hepatic pathologies and whole-body metabolic dysfunction in mice developing MASH.

We adopted 2 different MASH models in the study: GAN and HFD plus CCl_4_. The GAN diet mimics fast food style diets with high-fructose, high-fat, and high-cholesterol [60]. In preclinical animal studies, the GAN diet is widely used to develop SL/MASH presenting similar pathophysiology of human SL/MASH with obesity and insulin resistance. Although WT mice (e.g., C57Bl/6 J) need to be fed with the GAN diet for ≥38 weeks to develop advanced form of fibrosing MASH, ≤20 weeks have been reported to show MASH features and be implicated in the MASH study [22,43,61]. We further examined the roles of hepatocyte CHRNA2 signaling in a diet-induced MASH model with accelerated liver injury and no significant fat expansion using brief HFD feeding combined with CCl_4_ challenge [57]. CCl_4_ has been used for decades to induce liver fibrosis and injury in animals [56]. Multiple injections of CCl_4_ with an HFD cause oxidative stress that induces apoptosis and inflammation, leading to the development of fibrosis in mice [62]. In both GAN diet- and HFD plus CCl_4_-induced MASH models, *Chrna2*-deficient mice exhibited higher fibrogenic gene expression in livers than control counterparts. It is of note that in *Chrna2* KO mice, more anti-fibrogenic *Mmp2* expression levels were observed, which may reflect and result from abnormally increased collagen synthesis and MMP inhibitor activation, as indicated by elevated *Col1a1* and *Timp1* expression, contributing to simultaneous degradation and turnover of the extracellular matrix [63–65].

The cell type- and/or subunit-specific biological roles of nAChRs have not been fully defined, particularly in nonneuronal systems. In the liver, CHRNA7 has been relatively well studied among nAChRs. Similar to *Chrna2*, *Chrna7* expression is up-regulated in murine fatty livers, and its genetic deletion aggravates MASH phenotypes via exacerbating hepatic nerve activated inflammation in KCs, in mice fed MASH-inducing diets, such as HFD and methionine-choline-deficient diet [13–15]. In hepatocytes, muscarinic acetylcholine receptors, specifically M3, showed protective effects against metabolic stress by reducing lipid accumulation in an in vitro system [31]. However, its up-regulation in stellate cells is associated with fibrosis in the liver, indicating a cell type-dependent role of hepatic cholinergic signaling in MASH [66]. Our data revealed that CHRNA2 signaling is functional in the parenchymal cells (specifically, hepatocytes) underlying metabolic adaptation in response to excess calories and MASH development. The findings were verified using newly generated hepatocyte-restricted CHRNA2 KO mice. While rivastigmine treatment improved the MASH pathophysiology in mice fed an obesogenic diet, the effects were minimal when CHRNA2 was absent in hepatocytes. However, transcriptional activation of hepatic pro-inflammatory genes remained suppressed by rivastigmine treatment regardless of hepatocyte *Chrna2* deletion, suggesting this effect may occur via other nAChRs, such as CHRNA7 in KCs [15].

Although previous studies have shown the crucial role of parasympathetic tone in the regulation of hepatic metabolism [67,68], the presence of parasympathetic nerves, the neuronal source of acetylcholine, in liver, has been debated due to conflicting experimental results using histochemistry or 3D imaging approaches [16–18]. Moreover, hepatic denervation or liver transplantation did not lead to serious metabolic aberration in animals or humans, at least without metabolic challenges [19–21]. It is conceivable that acetylcholine secreted from a local nonneuronal source serves as an agonist for nAChRs expressed in neighboring cells to maintain homeostasis in peripheral tissues [34,69]. Recent evidence strengthens our finding of acetylcholine-producing immune cells within the liver and their role in activating hepatocyte nAChR signaling [70]. However, it highlights the need for dissecting subunit-specific biological roles of nAChRs in response to the local agonist, considering the complexity and heterogeneity of MASH pathogenesis in different conditions, by indicating hepatic CHRNA4 as an accelerator of MASH progression [70].

Accumulating evidence indicates the therapeutic potential of the nonneuronal cholinergic system for many disorders as its dysregulation is associated with the pathogenesis of various diseases [35,36]. Here, our study revealed that a population of macrophages that express ChAT secrete acetylcholine to activate hepatocyte CHRNA2 signaling and that the ChAT-CHRNA2 axis serves as a defense mechanism to dampen the progression of MASH and may hold therapeutic potential.

## Materials and methods

### Animals

All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee at the University of Michigan (protocol number, PRO00010791). Ai14 (007914), C57BL/6J (000664), *Chrna2* KO (005797), ChAT^BAC^-eGFP (007902), *Chat*^fl/fl^ (016920), *Chat*Cre (031661), *LysM*Cre (004718), *Vav-iCre* (008610*)*, and *AlbCre* (003574) mice were obtained and genotyped using the PCR protocols from the Jackson Laboratory. *Chrna2*Cre mice were originally generated by Dr. Klas Kullander (Uppsala University, Sweden) [71]. *Chrna2*^fl/fl^ mice were generated using CRISPR/Cas9 gene editing and genotyped using the PCR primers designed to detect the inserted LoxP sites as described previously [46]. Littermate floxed mice were controls for co-housed Cre-loxP system-mediated conditional gene knockout animals. As control animals for *Chrna2* KO mice, either WT C57BL/6J or littermate WT controls were used. Mice were maintained under 12 h light/12 h dark cycle on a standard rodent chow diet (5L0D, PicoLab). Seven- to ten-week-old mice were fed a western diet containing 40% fat, 20% fructose, 10% sucrose, 2% cholesterol (GAN diet; D09100310, Research Diets) for 18 weeks or otherwise indicated, similar to previously reported protocols shown to induce MASH [22,43,55,60,61]. In a separate MASH-inducing protocol, 7- to 10-week-old mice were fed an HFD containing 60% of calories from fat (D12492, Research Diets) for 4 weeks with intraperitoneal injections of CCl_4_ at a dose of 0.5 μl/g of body weight in the third and fourth weeks of HFD feeding (twice per week), combining metabolic challenges from HFD and chemical damage from CCl_4_ treatment, adapted from previous studies [56,57,62]. Mice were also fed an HFD for 11 or 18 weeks to develop obesity and MASH.

### Isolation of primary cells

Primary mouse hepatocytes were isolated and cultured as previously reported [72]. In brief, livers were perfused with washing buffer (HBSS buffer containing 0.5 mM EGTA and 25 mM HEPES (pH 7.4)) and digestion medium (DMEM-low glucose containing 200 mg/L CaCl_2_, 1% penicillin/streptomycin, 15 mM HEPES and 100 U/mL collagenase IV). After digestion, livers were excised, dissociated in digestion medium, and filtered through a 70-μm cell strainer. The cell suspension was centrifuged, and the pellet and supernatant were separated to isolate hepatocytes and NPCs, respectively. The pellet, containing hepatocytes, was washed twice with isolation medium (DMEM/F12 GlutaMAX supplemented with 10% FBS, 1% penicillin/streptomycin, 1 μm dexamethasone, and 0.1 μm insulin). Isolated hepatocytes were stained with trypan blue to count the number of live cells. The cells then were plated onto collagen-coated culture plates and incubated in isolation medium for an hour. Non-adherent cells were removed, and culture medium (DMEM-low glucose containing 10% FBS, 1% penicillin/streptomycin, 0.1 μm dexamethasone, and 1 nM insulin) was added. After 3 h, hepatocytes were maintained in culture medium without FBS until further treatment with nicotine, palmitate or LPS. Nicotine or LPS was dissolved in PBS; thus, PBS was used as a control vehicle. Palmitate was conjugated with BSA (6:1 molecular ratio), and thus control group was incubated with BSA [73]. Mouse liver NPCs were isolated according to the method reported previously with minor modifications [74,75]. The supernatant collected from fractionation containing NPCs was centrifuged at 500 × *g* for 10 min. The NPC pellet was suspended in 10 ml NPC washing buffer (PBS supplemented with 0.5% FBS) and centrifuged using Percoll gradient media (25% and 50%, v/v) at 1,800 × *g* for 20 min with the brake off. NPCs located within the middle layers between 25% and 50% Percoll gradient were collected and subjected to erythrocytes lysis using eBioscience RBC Lysis Buffer. NPCs were washed with NPC washing buffer for culture or with PBS for acetylcholine quantification. To generate NPCs-CM, NPCs isolated from chronic GAN diet-fed WT mice were cultured with rivastigmine for 16 h, and the medium was collected and centrifuged. Primary Kupffer cells from NPCs were cultured as previously described in RPMI 1640 supplemented with 10% FBS and 1% penicillin/streptomycin [74,75].

BMDMs were isolated and cultured as previously reported [76,77]. Briefly, cells were flushed from the femur and tibia of 6- to 10-week-old mice using cold PBS then centrifuged at 500 × *g* to pellet bone marrow cells. Erythrocytes were lysed using Red Blood Cell Lysis Buffer (Sigma). Cells were grown on non-tissue culture-treated sterile petri dishes in 80% v/v DMEM/F-12 GlutaMAX medium supplemented with 20% v/v conditioned medium from L929 cells. After 5 to 7 days, cells were seeded into 6-well plates for experiments.

### Human cell cultures

Human hepatoma cell line HepG2 and human embryonic kidney 293T cells were obtained from ATCC. HepG2 and 293T cells were grown in DMEM containing 10% FBS and 1% penicillin/streptomycin. Primary human hepatocytes and culture media were purchased from XenoTech. The cells were thawed and plated into 12-well plates for experiments according to the instruction provided.

### Lipid droplet staining

To stain lipid droplets, cultured hepatocytes isolated from the chow diet-fed control mice and GAN diet-fed MASH mice were fixed in 10% formalin for 30 min at room temperature. Fixed cells were stained with Oil Red O staining working solution as described previously [78]. Or the fixed cells were washed with PBS twice before incubated with 1 μg/ml fluorescent neutral lipid dye, 4,4-Difluoro-1,3,5,7,8-Pentamethyl-4-Bora-3a,4a-Diaza-s-Indacene (BODIPY 493/503). After 30-min incubation, cells were washed with PBS, counterstained with DAPI. Images were taken using an inverted Leica DMIRB microscope.

### Quantitative real-time PCR analysis (qPCR)

Total RNA was isolated using the TRIzol Reagent (Sigma) following the manufacturer’s instructions. An equal amount of RNA from each sample was reverse-transcribed using for M-MLV Reverse Transcriptase (Life Technologies). The synthesized cDNA was subjected to real-time PCR using SYBR Green (Thermo Fisher Scientific). Relative mRNA expression was calculated with the *ΔΔ*C_T_ method and normalized to internal control *Tbp* that showed comparable expression levels between genotypes or conditions. The qPCR primer sequences are listed in S2 Table.

### Calcium imaging assay

Primary mouse hepatocytes, primary human hepatocytes, or HepG2 cells were plated on collagen-coated glass bottom culture plates and maintained as described. The cells were incubated with 10 μm Fura 2-AM at 37°C for 30 min and then washed with standard Tyrode’s solution (135 mM NaCl, 4 mM KCl, 10 mM glucose, 10 mM HEPES, 2 mM CaCl_2_, and 1 mM MgCl_2_ (pH 7.4)). Calcium imaging assays were conducted using an Olympus IX73 invert microscope under a 40× objective. Fluorescence signals were recorded upon sequential excitation with 340 nm and 380 nm using an ORCA-Flash 4.0 sCMOS camera (Hammatsu). After establishing a baseline 340/380 nm ratio, the CHRNA2 agonist (500 μm nicotine or 100 μm acetylcholine) was perfused onto the cells with or without EGTA. Data were processed with MetaFluor software (Molecular Devices).

### Luciferase reporter assay

*Chrna2* reporter plasmid was constructed as previous reported [37]. Briefly, 5 kb of mouse *Chrna2* promoter region was amplified by PCR. The PCR product was digested by *MluI* and *XhoI* and then cloned into pGL3 basic vector (Promega) upstream of firefly luciferase coding sequence. The *Chrna2* reporter plasmid was confirmed by DNA sequencing, and 293T cells were seeded in 24-well plate and then transfected with 400 ng of c-Flag pcDNA3 (Addgene) or pcDNA3 *HIF1A*, 90 ng of *Chrna2* reporter plasmid and 10 ng of *Renilla* luciferase plasmid using linear polyethylenimine (Thermo Fisher Scientific). Two days post-transfection, luciferase activity was determined with Dual-Luciferase Report Assay Kit (Promega) according to the manufacturer’s instruction. Firefly luciferase activity was determined by a PerkinElmer 2300 EnSpire microplate reader and normalized to *Renilla* luciferase activity.

### Immunoblotting analysis

Total cell lysates were prepared with ice-cold RIPA buffer (50 mM Tris-HCl (pH 7.5), 1% Triton X-100, 1% sodium deoxycholate, 0.1% SDS, 150 mM NaCl, 1 mM phenylmethylsulfonyl fluoride) containing a protease inhibitor cocktail (Roche) and phosphatase inhibitors (10 mM NaF, 60 mM β-glycerophosphate (pH 7.5), 2 mM sodium orthovanadate, and 10 mM sodium pyrophosphate). Similarly, liver tissues were homogenized in ice-cold RIPA buffer containing phosphatase and protease inhibitors. Proteins were separated on SDS-PAGE and immunoblotted with the following primary antibodies (S3 Table): phospho-AMPKα^T172^ (1:1,000), AMPKα (1:1,000), phospho-CaMKK2^S511^ (1:1,000), phospho-JNK1/2^T183/Y185^ (1:1,000), JNK1/2 (1:1,000), phospho-NF-κB p65^S536^ (1:1,000), NF-κB p65 (1:1,000), RFP (1:1,000), SREBP1 (1:1,000), α-Tubulin (1:2,000), β-Actin (1:5,000), and HSP90 (1:1,000).

### Flow cytometry and sorting

To isolate hepatic NPCs, livers were mechanically homogenized in FACS buffer (PBS, 2% FCS, 1 mM EDTA), then passed through a 100-μm strainer to remove large debris. Homogenates were centrifuged twice at 50 × *g* and the supernatant carried over each time, to remove hepatocytes. Supernatants were then spun at 500 × *g* and the pellet retained. NPCs were isolated by density centrifugation at 1,500 × *g* with the brake off, using 25% OptiPrep Density Gradient Medium, then washed in FACS buffer ready for downstream use. For flow cytometric analysis of BMDM, cells were gently lifted using TrypLE Express (Thermo Fisher Scientific), then washed with FACS buffer prior to staining. Cells for flow cytometry were preincubated with TruStain FcX PLUS (Biolegend) to block nonspecific binding then cells were incubated with a cocktail of fluorescently conjugated antibodies (S3 Table) at 4°C in the absence of light for 30 min. TO-PRO-3 (Thermo Fisher Scientific) was used as a viability stain. Fluorescence-minus-one (FMO) controls were used to determine true positive populations and to identify ChAT-eGFP+ or *Chat*Cre;RFP+ cells, while autofluorescence was gated out using an open channel (excitation 488 nm, emission 710/50 nm). UltraComp eBeads (Invitrogen) were used for single-stained compensation controls. A BD LSR Fortessa was used for flow cytometry analysis and a BD FACS Aria III (100 μm nozzle) was used for cell sorting, in which cells were sorted into FACS buffer before transfer to TRIzol for RNA isolation. Magnetic sorting of liver macrophages from a single cell suspension of NPCs was performed using mouse anti-F4/80-microbeads (Miltenyi Biotec) through an LS column. Magnetically sorted cells were collected in TRIzol for RNA isolation. Data were acquired with FACSDiva software (BD Biosciences) and analyzed using FlowJo v10.6.1 (TreeStar/BD Biosciences).

### Acetylcholine quantification

Freshly isolated hepatic NPCs from mice were incubated in PBS containing 150 μm rivastigmine for 30 min at room temperature. Acetylcholine (Ach) was measured using liquid chromatography-tandem mass spectrometry (LC-MS/MS) similar to previously described [37]. Standard solutions of acetylcholine were prepared in 250 μm ascorbic acid in water to create a calibration range of 0.25 to 125 nM. Calibration curves were prepared based on the peak area ratio of the standard to the internal standard by linear regression. A deuterium-labeled internal standard [d4Ach (C/D/N isotopes, Pointe-Claire, Canada)] was added to samples and standards, diluted 1:3 (v/v) in water, and centrifuged for 10 min at 12,100 × *g*. The supernatant was transferred to an HPLC vial and analyzed as described below. All samples and standards were analyzed in triplicate using a Phenomenex Kinetex C18 chromatography column (100 × 2.1 mm, 1.7 μm, 100Å) on a Vanquish ultrahigh-pressure liquid chromatograph (Thermo Fisher Scientific, Gemering, Germany) interfaced to a TSQ Quantum Ultra triple quadrupole mass spectrometer (Thermo Fisher Scientific, San Jose, California, United States of America). Mobile phase A was 10 mM ammonium formate with 0.15% (v/v) formic acid in water. Mobile phase B was acetonitrile. The gradient used was as follows: initial, 5% B; 0.60 min, 8% B; 0.68 min, 26% B; 1.05 min, 75% B; 1.8 min, 100% B; 2.0 min, 100% B; 2.2 min, 5% B; 3.0 min, 5% B at 600 μl/min. The sample injection volume was 5 μl. The autosampler was kept at ambient temperature, and the column was held at 30°C in still air mode. Electrospray ionization was used in positive mode at 4 kV. The capillary temperature was 400°C, the vaporizer temperature was 350°C, the sheath gas was 10, and the auxiliary gas was 5. Ach ions were detected in MS/MS mode with the following transitions (*m/z*): (Ach) product: 146, precursor: 87; (d4-Ach) product: 150, precursor: 91. Tube lens and collision energy was 53 and 13, respectively. Automated peak integration was performed using XCalibur 3.0 MS software. All peaks were visually inspected to ensure proper integration.

### Metabolic analyses

Plasma alanine aminotransferase (ALT) concentrations and plasma/liver triglyceride (TG) levels were determined using ALT Colorimetric Activity Assay Kit (Cayman) and Triglyceride Colorimetric Assay Kit (Cayman), respectively, according to the provided protocols. Plasma insulin levels were measured using an insulin ELISA kit (CrystalChem). For glucose tolerance tests (GTT), mice were fasted for 16 h and intra-peritoneally injected with a glucose solution at 1.5 g/kg body weight. For oral glucose tolerance tests (OGTTs), mice were fasted for 6 h and orally given a glucose solution at 1.5 g/kg body weight. Glucose levels were measured from tail blood before and 15, 30, 60, 90, and 120 min after glucose injection/gavage using the OneTouch Ultra Glucometer (LifeScan). Body temperature was measured using an RT-3 mouse rectal probe (World Precision Instruments).

### HE and Sirius Red staining

Liver tissues were dissected and fixed immediately in 10% formalin at 4°C overnight. Routine paraffin-embedding and hematoxylin-eosin (HE) staining were conducted by the University of Michigan Rogel Cancer Center Research Histology and Immunohistochemistry Core. To examine liver fibrosis, the formalin-fixed and paraffin-embedded liver sections were stained with Picrosirius (Sirius) Red using Picrosirius Red Stain Kit (Polysciences) according to the manufacturer’s instruction. Images were captured using a LEICA DM2000. Quantification of the Sirius Red-stained collagen was done using ImageJ software by staff scientists in a blinded fashion.

### Fluorescence microscopy

Fixed liver tissue was washed by PBS and put into 30% sucrose at 4°C overnight. Then, the samples were frozen in Tissue-Tek O.C.T. compound (Fisher). The frozen liver was cut into 5-μm sections and mounting with ProLong Gold Antifade Reagent with 4′,6-diamidino-2-phenylindole (DAPI, Invitrogen). Fluorescent signal was visualized using a Leica SP8 confocal microscope.

### Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay

Detection of individual apoptotic cells in formalin-fixed liver sections was performed using In Situ Cell Death Detection Kit, Fluorescein (Roche). Briefly, paraffin-embedded liver sections were deparaffinized, rehydrated, and antigen retrieved. The DNA strand breaks labeling was conducted following the manufacturer’s instructions. Sections were counterstained with DAPI (Vector Laboratories). The pictures of TUNEL-positive cells were obtained by using a LEICA DM2000 fluorescence microscope and analyzed using the Olympus cellSens Standard software. At least 10 different areas per sample were counted for TUNEL-positive cells by 2 staff scientists in a blinded fashion.

### RNA sequencing (RNA-seq)

RNA-seq library preparation, high-throughput sequencing, and the bioinformatics pipeline were conducted by the Advanced Genomics Core at the University of Michigan. Total RNA was isolated from livers of GAN diet fed or HFD plus CCl_4_ challenged *Chrna2*^fl/fl^ and *Chrna2*^fl/fl^;*AlbCre* mice and used to generate sequencing libraries with NEBNext Poly(A) mRNA Magnetic Isolation Module (NEB, E7490) and NEBNext Ultra II Directional RNA Library Prep Kit (NEB, E7760). The quality of prepared libraries was validated using Agilent TapeStation. Paired-end (151 bp) reading was performed by an Illumina NovaSeq (S4). Bcl2fastq2 Conversion Software (Illumina) was used to generate de-multiplexed Fastq files. Raw reads were mapped to the reference genome GRCm38 (ENSEMBL) using STAR v2.7.8a and converted to FPKM (fragments per kilobase of exon per million fragments mapped) using RSEM v1.3.3. Unbiased group clustering was achieved and visualized by Uniform Manifold Approximation and Projection (UMAP) (BioVinci), Hierarchical Clustering or k-means Clustering (Morpheus software, Broad Institute). To identify differentially expressed genes (*P* < 0.05) and calculate relative gene expression between *Chrna2*^fl/fl^ and *Chrna2*^fl/fl^;*AlbCre* mice, a pseudocount of 0.1 was added to FPKM of all genes. Differentially up-regulated (a fold change of >3 or a fold change of >1) or down-regulated (a fold change of <1) genes in *Chrna2*^fl/fl^;*AlbCre* mice relative to controls were analyzed for pathway enrichment using the Database for Annotation, Visualization and Integrated Discovery (DAVID Bioinformatics) or Metascape [79].

### Statistics

All data are presented as means ± standard error of the mean (SEM). The results shown are representative of at least 2 independent experiments. Sample sizes are biological replicates and were determined based on preliminary data or previously published literature. Statistical differences between 2 groups were analyzed by normality tests, including the Shapiro–Wilk test and the D’Agostino–Pearson omnibus test, followed by an unpaired two-sample Student’s *t* test or Mann–Whitney U test. Prism 8 software (GraphPad) or Office Excel (Microsoft) was used to graph and statistically analyze the data.

## Supporting information

S1 Fig Expression and regulation of *Chrna2* in the liver. Related to Fig 1. (A) qPCR analyses of *Chrna2* expression in various murine tissues (*n* = 4 per group). (B) Expression levels of nicotinic and muscarinic acetylcholine receptor subunits (nAChRs and mAChRs) in mouse livers from transcriptome data from NCBI Gene Expression Omnibus dataset GSE199121 (*n* = 3, normal control group from this study). *Chrna8* is not listed in the figures since it has only been detected in chicken. (C) qPCR analyses of hepatic MASH pathogenic genes in wild-type (WT) mice fed a chronic GAN or chow diet (*n* = 5 per group). (D–F) Human tissue transcriptome data of *CHRNA2* from the NCBI Gene Expression Omnibus database. (D) GSE2004 dataset [CNH (Children’s National Medical Center); positive control (P-ctrl, universal human reference RNA), *n* = 3; kidney, *n* = 4; liver, *n* = 3; spleen, *n* = 3; TGRI (Translational Genomics Research Institute), *n* = 3]. (E) GSE15653 dataset (livers; healthy lean subjects, *n* = 5; obese subjects, *n* = 4). (F) GSE23343 dataset (livers; normoglycemic participants, *n* = 7; type 2 patients with diabetes, *n* = 10). (G) qPCR analyses of *Chrna2* and hepatocyte marker *Ck18* in primary liver non-parenchymal cells (NPCs) and hepatocytes from WT mice (NPCs, *n* = 5; hepatocytes, *n* = 6). (H) qPCR analyses of genes encoding nAChR subunits in mouse primary hepatocytes (*n* = 6). (I) qPCR analyses of *Chrna2* expression in liver tissues and primary hepatocytes from control WT and whole-body *Chrna2* knockout (KO) mice (liver, *n* = 4; hepatocytes, *n* = 6). (J) Intracellular calcium uptake mediated by CHRNA2 agonist acetylcholine (Ach, 100 μm) in the presence or absence of calcium in primary hepatocytes from control WT and *Chrna2* KO mice (WT, *n* = 12; KO, *n* = 14). (K) Intracellular calcium uptake mediated by 100 μm Ach in primary human hepatocytes (*n* = 23). (L) Intracellular calcium levels in human hepatoma cell line HepG2 with 500 μm nicotine (Nic) (*n* = 13) or 100 μm Ach (*n* = 15) stimulation. (M) qPCR analyses of *CHRNA2* expression in HepG2 cells treated with vehicle (Ctrl), palmitate (0.2 mM for 16 h; *n* = 5 per group), or lipopolysaccharides (LPS, 100 ng/ml for 16 h; *n* = 4 per group). (N) Left, qPCR analyses of lipogenic markers in vehicle (Ctrl) or Nic (2 mM for 6 h)-treated primary hepatocytes isolated from GAN diet-fed *Chrna2* KO mice (Ctrl, *n* = 5; Nic, *n* = 6). Right, immunoblot analyses for phosphorylated and total AMPK in primary hepatocytes of GAN diet-fed *Chrna2* KO mice after 2 mM nicotine (Nic) treatment for the time indicated or 1 mM 5-aminoimidazole-4-carboxamide riboside (AICAR) treatment for 30 min as a positive control (AMPK activator). β-Actin was used as the loading control. The data underlying the graphs in this figure can be found in S5 Data and S2 Raw Images. Mean ± SEM. n.d., not detected. n.s., not significant. *p < 0.05, **p < 0.01, ***p < 0.005 by an unpaired two-sample Student’s *t* test.
(TIF)

S2 Fig Identification and activation of ChAT-expressing hepatic immune cells. Related to Fig 1. (A) qPCR analyses of *Chat* and immune marker *Cd45* in primary hepatocytes and non-parenchymal cells (NPCs) from wild-type (WT) mice (NPCs, *n* = 5; hepatocytes, *n* = 6). (B) Immune profiles of ChAT-expressing cells in mouse hepatic NPCs using flow cytometric analysis. Gating strategy for surface marker-based immunophenotyping of ChAT-eGFP^+^ NPCs. Live singlets (TOPRO3^-^) were gated on for ChAT-eGFP^+^ cells. ChAT-eGFP^+^ cells were defined as CD45^+^ or CD45^-^ (i), and CD45^+^ cells gated on for monocyte-derived macrophages (MDMs; ii, CD11b^hi^ F4/80^lo^) and Kupffer cells (KCs; iii, CD11b^lo^ F4/80^hi^). Non-myeloid cells (CD11b^-^ F4/80^-^) were defined broadly as CD3^+^ T cells or CD19^+^ B cells. CD3^+^ T cells were then defined as TCRγδ^+^ (γδ T cells, iv) or TCRβ^+^ (αβ T cells), which were further broken down into CD8^+^ (v), CD4^+^ (vi), or double negative (DN) αβ T cells (vii). CD19^+^ B cells were defined as B220^+^(viii) or B220^-^ (ix). The frequencies of each subpopulation are listed in S1 Table. (C) Representative gating strategy for identification of neutrophils (CD45^+^ CD11b^+^ Ly6G^+^) and non-neutrophils in livers from chow diet-fed and Gubra-Amylin NASH (GAN) diet-fed mice. No significant presence of ChAT-eGFP^+^ neutrophils was detected in the liver. (D) Flow cytometric analyses of the abundance of total cells, KCs and MDMs that express ChAT in liver NPCs from ChAT^BAC^-eGFP mice fed with chow diet or GAN diet. Cell numbers were normalized with liver weights (chow, *n* = 10; GAN, *n* = 6). (E) Flow cytometric analyses of normalized abundance of total KCs and MDMs with liver weights from WT mice fed with chow diet or GAN diet (chow, *n* = 8; GAN, *n* = 10). (F) ChAT-eGFP median fluorescence intensity (MFI) for ChAT-eGFP^+^ cells (chow, *n* = 10; GAN, *n* = 6). (G) qPCR analyses of *Chat* in primary WT mouse KCs treated with vehicle, 0.5 mM palmitate for 18 h (left; *n* = 6 per group) or 10 ng/ml LPS for 4 h (right; Ctrl, *n* = 8; LPS, *n* = 10). (H) Flow cytometry histograms of ChAT-eGFP^+^ bone marrow-derived macrophages (BMDM). Left, BMDM treated with vehicle (blue) or 0.5 mM palmitate for 7 h (orange) or 18 h (red). Right, BMDM treated for 4 h with vehicle (Ctrl; blue) or lipopolysaccharides (LPS) at 50 ng/ml (orange) or 100 ng/ml (red). The data underlying the graphs in this figure can be found in S6 Data. Mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.005 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test.
(TIF)

S3 Fig Hepatic CHRNA2 signaling in livers of high fat diet-fed mice. Related to Fig 1. (A) qPCR analyses of hepatic *Chrna2* expression in wild-type (WT) mice fed with a control chow diet or a high-fat diet (HFD, 11 weeks; chow, *n* = 9; *n* = 8, HFD). (B) Flow cytometric analyses for the abundance of total non-parenchymal cells that express ChAT in livers from ChAT^BAC^-eGFP mice fed chow diet or HFD for 11 weeks (chow; *n* = 5; HFD, *n* = 3). (C) Primary mouse hepatocytes with elevated metabolic stress signaling related to MASH were isolated from WT mice fed with HFD for 18 weeks. Left, qPCR analyses of lipogenic genes in vehicle (Ctrl) or Nic (2 mM for 6 h)-treated hepatocytes (*n* = 6 per group). Right, immunoblot analyses for phosphorylated and total AMPK in hepatocytes exposed to 2 mM Nic for the time indicated. The data underlying the graphs in this figure can be found in S7 Data and S3 Raw Images. Mean ± SEM. *p < 0.05, ***p < 0.005 by an unpaired two-sample Student’s *t* test.
(TIF)

S4 Fig Phenotype of whole-body CHRNA2-deficient mice under basal or MASH condition. Related to Fig 2. (A–E) Control wild-type (WT) and whole-body *Chrna2* KO mice fed a chow diet. (A) Body weight (WT, *n* = 6; KO, *n* = 5). (B) Daily food intake (WT, *n* = 20; KO, *n* = 8). (C) Liver weight (WT, *n* = 6; KO, *n* = 5). (D) HE staining of liver sections. Scale bar, 100 μm. Representative images are shown. (E) qPCR analyses of MASH pathogenic genes in livers (WT, *n* = 10; KO, *n* = 8). (F–L) Control WT and whole-body *Chrna2* KO mice following prolonged GAN diet feeding. (F) Daily food intake (WT, *n* = 13; KO, *n* = 11). (G) Oral glucose tolerance test (WT, *n* = 8; KO, *n* = 6). AUC, area under the curve. (H) Immunoblot analyses for MASH pathogenic signaling proteins in livers of WT and *Chrna2* KO mice following prolonged GAN diet feeding (WT, *n* = 4; KO, *n* = 5). (I) Left, inguinal white adipose tissue (iWAT) weight (WT, *n* = 8; KO, *n* = 6). Right, qPCR analyses of adaptive thermogenic genes in iWAT (WT, *n* = 8; KO, *n* = 6). (J) Left, brown adipose tissue (BAT) weight (WT, *n* = 8; KO, *n* = 6). Right, qPCR analyses of adaptive thermogenic genes in BAT (WT, *n* = 8; KO, *n* = 6). (K) qPCR analyses of non-shivering thermogenic genes in muscles (WT, *n* = 8; KO, *n* = 6). (L) Core body temperature at room temperature (WT, *n* = 8; KO, *n* = 6). The data underlying the graphs in this figure can be found in S8 Data and S4 Raw Images. Mean ± SEM. n.s., not significant. *p < 0.05, **p < 0.01 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test.
(TIF)

S5 Fig Phenotype of liver-specific CHRNA2-deficient mice under basal or MASH condition. Related to Fig 2. (A–G) Control *Chrna2*^fl/fl^ and *Chrna2*^fl/fl^;*AlbCre* mice fed a chow diet. (A) qPCR analyses of *Chrna2* mRNA expression in various tissues (*n* = 4 per group). (B) Body weight (fl/fl, *n* = 5; Cre, *n* = 4). (C) Liver weight (fl/fl, *n* = 5; Cre, *n* = 4). (D) Daily food intake (*n* = 8 per group). (E) HE staining of liver sections. Scale bar, 100 μm. Representative images are shown. (F) qPCR analyses of MASH pathogenic genes in livers (*n* = 8 per group). (G) Left, inguinal white adipose tissue (iWAT) mass (fl/fl, *n* = 10; Cre, *n* = 6). Right, qPCR analyses of adaptive thermogenic genes in iWAT (fl/fl, *n* = 10; Cre, *n* = 6). (H–O) Control *Chrna2*^fl/fl^ and *Chrna2*^fl/fl^;*AlbCre* mice fed a Gubra-Amylin NASH (GAN). (H) Daily food intake (fl/fl, *n* = 10; Cre, *n* = 9). (I) Oral glucose tolerance test (fl/fl, *n* = 12; Cre, *n* = 9). AUC, area under the curve. (J) Plasma insulin levels (*n* = 6 per group). (K) Left, inguinal white adipose tissue (iWAT) mass (*n* = 6 per group). Right, qPCR analyses of adaptive thermogenic genes in iWAT (*n* = 6 per group). (L) Left, brown adipose tissue (BAT) mass (*n* = 6 per group). Right, qPCR analyses of adaptive thermogenic genes in BAT (*n* = 6 per group). (M) qPCR analyses of non-shivering thermogenic genes in muscles (*n* = 6 per group). (N) Core body temperature at room temperature (fl/fl, *n* = 12; Cre, *n* = 9). (O) Plasma triglyceride levels (TG; *n* = 6 per group). The data underlying the graphs in this figure can be found in S9 Data. Mean ± SEM. n.d., not detected; n.s., not significant. *p < 0.05 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test.
(TIF)

S6 Fig Response of ChAT-expressing hepatic immune cells to liver injury. Related to Fig 3. (A–G) Mice were challenged with high-fat diet feeding combined with carbon tetrachloride (HFD+CCl_4_) administration for MASH development or control (chow+vehicle) treatment. (A) qPCR analyses of MASH pathogenic genes in liver tissues of wild-type (WT) mice (Ctrl, *n* = 9; HFD+CCl_4_, *n* = 3). (B) Flow cytometric analyses of the abundance of total cells, Kupffer cells (KCs), and monocyte-derived macrophages (MDMs) that express ChAT in liver non-parenchymal cells (NPCs) from ChAT^BAC^-eGFP mice. Cell numbers were normalized with liver weights (*n* = 4 per group). (C) Flow cytometric analyses of normalized abundance of total KCs and MDMs with liver weights from WT mice (*n* = 4 per group). (D) Flow cytometric analyses of GFP median fluorescence intensity (MFI) for total cells, KCs and MDMs that express ChAT-eGFP in liver NPCs from ChAT^BAC^-eGFP mice (Ctrl, *n* = 4; HFD+CCl_4_, *n* = 4). (E) Flow cytometric analysis of RFP+ CD45+ ChAT-eGFP+ cells in liver NPCs from ChAT-eGPF;*ChATCre-*RFP double reporter mice (GFP marks cells actively expressing ChAT). (F) Daily food intake of WT and *Chrna2* KO mice (WT, *n* = 16; KO, *n* = 13). (G) Daily food intake of control *Chrna2*^fl/fl^ and *Chrna2*^fl/fl^;*AlbCre* mice (*n* = 6 per group). The data underlying the graphs in this figure can be found in S10 Data. Mean ± SEM. *p < 0.05, **p < 0.01, **p < 0.005 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test.
(TIF)

S7 Fig Phenotype of macrophage-specific ChAT-deleted mice under basal or MASH condition. Related to Fig 3. (A) Left, schematic diagram illustrating the generation of ChAT-eGFP;*LysMCre*-RFP mice by crossing ChAT-eGFP, *LysMCre*, and Ai14 animals. Right, flow cytometric analyses of RFP+ macrophages (MΦ) in hepatic ChAT-eGFP^+^ cells of ChAT-eGFP;*LysMCre*-RFP mice. (B–F) *Chat*^fl/fl^ and *Chat*^fl/fl^;*LysMCre* mice at the basal condition. (B) Body weight (fl/fl, *n* = 6; Cre, *n* = 8). (C) Daily food intake (fl/fl, *n* = 6; Cre, *n* = 8). (D) Liver weight (fl/fl, *n* = 6; Cre, *n* = 8). (E) HE of liver sections. Scale bars, 50 μm. Representative images are shown. (F) qPCR analyses of MASH-related molecular markers (fl/fl, *n* = 6; Cre, *n* = 8). (G) Daily food intake and (H) core body temperature of *Chat*^fl/fl^ and *Chat*^fl/fl^;*LysMCre* mice with HFD+CCl4-induced MASH (fl/fl, *n* = 7; Cre, *n* = 6). The data underlying the graphs in this figure can be found in S11 Data. Mean ± SEM. n.s., not significant by an unpaired two-sample Student’s *t* test or Mann–Whitney U test.
(TIF)

S8 Fig Effects of pharmacological inhibition of acetylcholine degradation in chow or hypercaloric diet-fed mice. Related to Fig 4. (A–D) Wild-type (WT) mice fed a high-fat diet (HFD) were treated with vehicle (Veh) or rivastigmine (Riva, 1 mg/kg body weight/day) for 2 weeks. (A) Body weight (Veh, *n* = 10; Riva, *n* = 11). (B) Liver weight (Veh, *n* = 10; Riva, *n* = 11). (C) Liver per body weight ratio (Veh, *n* = 10; Riva, *n* = 11). (D) qPCR analyses of MASH pathogenic genes in the liver (Veh, *n* = 10; Riva, *n* = 11). (E–H) WT mice fed a chow diet were treated with Veh or Riva (1 mg/kg body weight/day) for 2 weeks. (E) Body weight (*n* = 5 per group). (F) Liver weight (*n* = 5 per group). (G) Liver per body weight ratio (*n* = 5 per group). (H) qPCR analyses of MASH pathogenic genes in the liver (Veh, *n* = 8; Riva, *n* = 9). The data underlying the graphs in this figure can be found in S12 Data. Mean ± SEM. n.s., not significant. *p < 0.05, **p < 0.01, ***p < 0.005 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test.
(TIF)

S9 Fig Effects of pharmacological inhibition of acetylcholine degradation in brown adipose tissues of GAN diet-fed mice. Related to Fig 4. Gubra-Amylin NASH (GAN) diet-fed mice were treated with vehicle (Veh) or rivastigmine (Riva, 1 mg/kg body weight/day) for 2 weeks. (A) Control mice. Left, brown adipose tissue (BAT) mass (*n* = 10 per group). Right, qPCR analyses of adaptive thermogenic genes in BAT (*n* = 10 per group). (B) Liver-specific *Chrna2* KO mice. Left, BAT mass (*n* = 9 per group). Right, qPCR analyses of adaptive thermogenic genes in BAT (*n* = 9 per group). The data underlying the graphs in this figure can be found in S13 Data. Mean ± SEM. n.s., not significant by an unpaired two-sample Student’s *t* test or Mann–Whitney U test.
(TIF)

S10 Fig Effects of pharmacological inhibition of acetylcholine degradation in HFD plus CCl4-induced MASH mice. Related to Fig 4. (A) Schematic diagram illustrating the experimental outline. Mice with HFD+CCl_4_-induced MASH were treated with vehicle (Veh) or rivastigmine (Riva, 1 mg/kg body weight/day) for the last 2 weeks on HFD+CCl_4_ diet. (B–D) Control mice. (B) Body weight (Veh, *n* = 17; Riva, *n* = 14). (C) Liver per body weight ratio (Veh, *n* = 17; Riva, *n* = 14). (D) qPCR analyses of MASH pathogenic genes in livers (Veh, *n* = 17; Riva, *n* = 14). (E–G) Liver-specific *Chrna2* KO mice. (E) Body weight (Veh, *n* = 15; Riva, *n* = 13). (F) Liver per body weight ratio (Veh, *n* = 15; Riva, *n* = 13). (G) qPCR analyses of MASH pathogenic genes in livers (Veh, *n* = 15; Riva, *n* = 13). The data underlying the graphs in this figure can be found in S14 Data. Mean ± SEM. n.s., not significant. *p < 0.05, ***p < 0.005 by an unpaired two-sample Student’s *t* test or Mann–Whitney U test.
(TIF)

S1 Table Related to Fig 1. Relative frequencies of ChAT-eGFP^+^ hepatic non-parenchymal cell types.
(DOCX)

S2 Table qPCR primer sequences.

S3 Table Antibodies used in the study.

S1 Data Related to Fig 1. Source data underlying the graphs in Fig 1.
(XLSX)

S2 Data Related to Fig 2. Source data underlying the graphs in Fig 2.
(XLSX)

S3 Data Related to Fig 3. Source data underlying the graphs in Fig 3.
(XLSX)

S4 Data Related to Fig 4. Source data underlying the graphs in Fig 4.
(XLSX)

S5 Data Related to S1 Fig. Source data underlying the graphs in S1 Fig.
(XLSX)

S6 Data Related to S2 Fig. Source data underlying the graphs in S2 Fig.
(XLSX)

S7 Data Related to S3 Fig. Source data underlying the graphs in S3 Fig.
(XLSX)

S8 Data Related to S4 Fig. Source data underlying the graphs in S4 Fig.
(XLSX)

S9 Data Related to S5 Fig. Source data underlying the graphs in S5 Fig.
(XLSX)

S10 Data Related to S6 Fig. Source data underlying the graphs in S6 Fig.
(XLSX)

S11 Data Related to S7 Fig. Source data underlying the graphs in S7 Fig.
(XLSX)

S12 Data Related to S8 Fig. Source data underlying the graphs in S8 Fig.
(XLSX)

S13 Data Related to S9 Fig. Source data underlying the graphs in S9 Fig.
(XLSX)

S14 Data Related to S10 Fig. Source data underlying the graphs in S10 Fig.
(XLSX)

S1 Raw Images Related to Fig 1. Source images underlying the graphs in Fig 1.
(PDF)

S2 Raw Images Related to S1 Fig. Source images underlying the graphs in S1 Fig.
(PDF)

S3 Raw Images Related to S3 Fig. Source images underlying the graphs in S3 Fig.
(PDF)

S4 Raw Images Related to S4 Fig. Source images underlying the graphs in S4 Fig.
(PDF)

## Abbreviations

Acc1: acetyl-Coenzyme A carboxylase alpha
Ach: acetylcholine
Acta2: actin alpha 2, smooth muscle, aorta
AICAR: 5-aminoimidazole-4-carboxamide riboside
ALT: alanine aminotransferase
AMPK: adenosine monophosphate-activated protein kinase
Atf4: activating transcription factor 4
Atgl: patatin-like phospholipase domain containing 2
Atp5b: H+ transporting mitochondrial F1 complex, beta ATP synthase
BAT: brown adipose tissue
BMDM: bone marrow-derived macrophages
BODIPY: 4,4-Difluoro-1,3,5,7,8-Pentamethyl-4-Bora-3a,4a-Diaza-s-Indacene
CaMKK2: Ca2+/calmodulin-dependent protein kinase kinase 2
Ccl2: C-C motif chemokine ligand 2
CCl4: carbon tetrachloride
Cd45: Protein tyrosine phosphatase receptor type C
ChAT: Choline acetyltransferase
CHRNA2: cholinergic receptor nicotinic alpha 2 subunit
Chop: DNA-damage inducible transcript 3
Ck18: Keratin 18
CM: conditioned medium
Cox1: Cytochrome c oxidase subunit I
Cox4: cytochrome c oxidase subunit IV
Cox8b: cytochrome c oxidase subunit 8B
Col1a1: collagen, type I, alpha 1
Cxcl2: chemokine (C-X-C motif) ligand 2
Cxcl10: chemokine (C-X-C motif) ligand 10
DAPI: 6-diamidino-2-phenylindole
DEGs: differentially expressed genes
DMOG: dimethyloxalylglycine
ER: endoplasmic reticulum
Erdj4: DnaJ heat shock protein family (Hsp40) member B9
Fasn: fatty acid synthase
FDA: Food and Drug Administration
FFAs: free fatty acids
FMO: fluorescence-minus-one
GAN: Gubra-Amylin non-alcoholic steatohepatitis (NASH)
Gpat1: glycerol-3-phosphate acyltransferase, mitochondrial
Gsta1: glutathione S-transferase, alpha 1
Gstm3: glutathione S-transferase, mu 3
GTT: glucose tolerance test
HE: hematoxylin-eosin
HFD: high-fat diet
HIF: hypoxia-inducible factor
HIF1α: hypoxia-inducible factor 1 subunit alpha
Hsl: lipase, hormone sensitive
Il1b: interleukin 1 beta
iNOS: nitric oxide synthase 2, inducible
iWAT: inguinal white adipose tissue
JNK: c-Jun NH2-terminal kinase
KCs: Kupffer cells
Kiss1: kisspeptin
KO: knockou
LC-MS/MS: liquid chromatography-tandem mass spectrometry
Lcad: acyl-Coenzyme A dehydrogenase, long-chain
Lgals3: lectin, galactose binding, soluble 3
LPS: lipopolysaccharides
MASH: metabolic dysfunction-associated steatohepatitis
Mcad: acyl-Coenzyme A dehydrogenase, medium chain
MDMs: monocyte-derived macrophages
MFI: median fluorescence intensity
Mgll: monoglyceride lipase
Mmp2: matrix metallopeptidase
Mmp12: matrix metallopeptidase 12
Mmp13: matrix metallopeptidase 13
Mup15: major urinary protein 15
nAChRs: nicotinic acetylcholine receptors
Nd1: NADH dehydrogenase subunit 1
Ndufv1: NADH:ubiquinone oxidoreductase core subunit V1
NF-κB: nuclear factor kappa B
Nic: nicotine
NPCs: non-parenchymal cells
OGTT: oral glucose tolerance test
Ppargc1a: peroxisome proliferative activated receptor, gamma, coactivator 1 alpha
RFP: red fluorescent protein
Scd1: stearoyl-Coenzyme A desaturase 1
Sdha: succinate dehydrogenase complex, subunit A, flavoprotein (Fp)
Sdhb: succinate dehydrogenase complex, subunit B, iron sulfur (Ip)
SL: steatotic liver
Srebp1: sterol regulatory element binding transcription facto
Tfam: Transcription factor A, mitochondrial
Tff3: trefoil factor 3, intestinal
TG: triglyceride
Timp1: tissue inhibitor of metalloproteinase 1
Tnf: tumor necrosis factor
TUNEL: Terminal deoxynucleotidyl transferase dUTP nick end labeling
RNA-seq: RNA sequencing
Ucp1: Uncoupling protein 1
Ucp3: Uncoupling protein 3
Uqcrc2: ubiquinol-cytochrome c reductase core protein 2
Vegfa: vascular endothelial growth factor A
WT: wild-type
Xbp1s: X-box binding protein 1, spliced form

# Supplementary material for: Signaling through the nicotinic acetylcholine receptor in the liver protects against the development of metabolic dysfunction-associated steatohepatitis
**Source:** PLoS Biol. 2024 Jul 19;22(7):e3002728. doi: 10.1371/journal.pbio.3002728
**Supplement:** S1 Table — Relative frequencies of ChAT-eGFP+ hepatic non-parenchymal cell types.

**Table S1. Related to Fig 1.** Relative frequencies of ChAT-eGFP^+^ hepatic non-parenchymal cell types.

| Population gate in Fig S2. | Cell type* | Flow cytometry marker identification scheme | Frequency  ± SEM (%) |
| --- | --- | --- | --- |
| i | CD45^-^ | CD45^-^ | 1.4 ± 0.22 |
|  | CD45^+^ |  |  |
| ii | MDMs | CD45^+^ CD11b^hi^ F4/80^lo^ | 6.2 ± 1.14 |
| iii | KCs | CD45^+^ CD11b^lo^ F4/80^hi^ | 9.5 ± 1.29 |
| iv | γδ T cells | CD45^+^ CD11b^-^ F4/80^-^ CD3^+^ CD19^-^ TCRαβ^-^ TCRγδ^+^ | 3.3 ± 1.34 |
| v | CD8^+^ αβ T cells | CD45^+^ CD11b^-^ F4/80^-^ CD3^+^ CD19^-^ TCRαβ^+^ TCRγδ^-^ CD8^+^ CD4^-^ | 1.1 ± 0.22 |
| vi | CD4^+^ αβ T cells | CD45^+^ CD11b^-^ F4/80^-^ CD3^+^ CD19^-^ TCRαβ^+^ TCRγδ^-^ CD8^-^ CD4^+^ | 17.7 ± 1.91 |
| vii | CD4^-^ CD8^-^ (DN) αβ T cells | CD45^+^ CD11b^-^ F4/80^-^ CD3^+^ CD19^-^ TCRαβ^+^ TCRγδ^-^ CD8^-^ CD4^-^ | 2.1 ± 0.65 |
| viii | B220^+^ B cells | CD45^+^ CD11b^-^ F4/80^-^ CD3^-^ CD19^+^ B220^+^ | 19.7 ± 1.53 |
| ix | B220^-^ B cells | CD45^+^ CD11b^-^ F4/80^-^ CD3^-^ CD19^+^ B220^-^ | 34.0 ± 4.46 |
|  | Other CD45^+^ |  | 5.0 ± 2.66 |

*No significant presence of ChAT-eGFP^+^ neutrophils (CD45^+^ CD11b^+^ Ly6G^+^) was detected in the liver.

# Supplementary material for: Signaling through the nicotinic acetylcholine receptor in the liver protects against the development of metabolic dysfunction-associated steatohepatitis
**Source:** PLoS Biol. 2024 Jul 19;22(7):e3002728. doi: 10.1371/journal.pbio.3002728
**Supplement:** S2 Table

**Table S2.** qPCR primer sequences.

# Supplementary material for: Signaling through the nicotinic acetylcholine receptor in the liver protects against the development of metabolic dysfunction-associated steatohepatitis
**Source:** PLoS Biol. 2024 Jul 19;22(7):e3002728. doi: 10.1371/journal.pbio.3002728
**Supplement:** S3 Table

**Table S3.** Antibodies used in the study.

| **Antibodies** | **Source** | **Cat#** |
| --- | --- | --- |
| Anti-rabbit phospho-AMPKα^T172^ | Cell Signaling | 2531S |
| Anti-rabbit AMPKα | Cell Signaling | 2532 |
| Anti-rabbit phosphor-CaMKK2^S511^ | Cell Signaling | 12818S |
| Anti-rabbit phospho-JNK1/2^T183/Y185^ | Cell Signaling | 9251 |
| Anti-rabbit JNK1/2 | Cell Signaling | 9252 |
| Anti-rabbit phospho-NF-κB p65^S536^ | Cell Signaling | 3033 |
| Anti-rabbit NF-κB p65 | Cell Signaling | 8242 |
| Anti-rabbit TdTomato | Cell Signaling | 20163 |
| Anti-rabbit SREBP1 | Santa Cruz | sc-13551 |
| Anti-rabbit α-Tubulin | Cell Signaling | 2144 |
| Anti-rabbit HSP90 | Cell Signaling | 4874 |
| Anti-rabbit β-Actin | Cell Signaling | 8457 |
| APC/Cy7 anti-mouse CD3 clone 17A2 | Biolegend | 100221 |
| BV510 anti-mouse Ly6G clone RB6-8C5 | Biolegend | 108457 |
| APC/Cy7 anti-mouse Ly6G clone 1A8 | Biolegend | 127623 |
| BV605 anti-mouse CD11b clone M1/70 | Biolegend | 101237 |
| PE/Cy7 anti-mouse CD19 clone 6D5 | Biolegend | 115520 |
| BV650 anti-mouse CD45 clone 30-F11 | Biolegend | 103151 |
| APC-R700 anti-mouse F4/80 clone T45-2342 | BD Horizon | 565787 |
| BV605 anti-mouse CD4 clone GK1.5 | Biolegend | 100451 |
| BV421 anti-mouse CD8a clone 53-6.7 | Biolegend | 100737 |
| AF700 anti-mouse B220 clone RA3-6B2 | Biolegend | 103232 |
| BV510 anti-mouse TCRβ clone H57-597 | Biolegend | 109233 |
| PE anti-mouse TCRγ/δ clone UC7-13D5 | Biolegend | 107507 |
| TruStain FcX PLUS (anti-mouse CD16/32) clone S17011E | Biolegend | 156604 |

How the deposited data were processed for this re-analysis (not part of the article)

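RNA-seq of livers from 3 Chrna2fl/fl and 3 Chrna2fl/fl;AlbCre mice after HFD plus CCl4 was analysed. The authors selected poly(A) RNA, made directional libraries, trimmed and checked reads with cutadapt 2.3, FastQC 0.11.8 and MultiQC 1.7 as the labels list them, aligned reads to GRCm38 with STAR v2.7.8a and deposited gene FPKM from RSEM v1.3.3, rounded to 2 decimals. The sums of FPKM per library were 807344 to 838937. No filter on genes and no further scaling between libraries was stated for these values. The deposited table also lists the Cre transgene and 3 fluorescent reporters.
All computations started from these FPKM values. Gene positions came from an annotation of the same build, which held 55141 of the listed genes, and 120 symbols occurred more than once, so genes were matched by identifier. Depth was read from the steps between low FPKM values of genes with transcripts of 600 to 2500 nt, using 1480 to 1598 values per library and a tolerance of 0.15 fragments. It was 16.9 to 17.6 M fragments in control libraries (median 17.2) and 9.13 to 9.35 M fragments in mutant libraries (median 9.18), a ratio of 1.87, with 19251 to 19843 and 18623 to 18743 genes above 0. The depth limits genes near 1 fragment, and no interval was computed for single values.
The test was limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) on log2(FPKM + 0.1) of the 13943 genes with a mean of at least 0.5 FPKM, with Benjamini-Hochberg adjustment and a threshold of 0.05. It was tested on simulated data of 13943 genes with this design. At an adjusted p under 0.05, 34% of 100 genes with a log2 fold change of 1 and 73% of 100 with 2 passed. The simulated noise was independent between genes, with variances already moderated by limma and no outlying liver. These shares therefore cannot stand for the power in the livers, and the lack of calls there is not evidence that genes were unchanged. Gene lists were compared with camera at a preset correlation of 0.01 between genes, for the 51 of 59 lists with at least 5 tested members, with Benjamini-Hochberg adjustment over those lists. Groups of 3 against 3 allow no exact permutation p under 0.1.
The tests, the gene lists, the cell type markers and the rule for named genes were set before the data were examined. The rule names Chrna2 and cholinergic genes that pass the filter, the genes of the qPCR panels, Tbp, the 10 genes with the largest change in each direction among those past an adjusted p under 0.05, up to 4 members of each list that pass or otherwise the 2 with the smallest p, and the 5 genes with the highest mean. No gene passed, so the part on the largest changes gave none. The result of 1 list and of its genes, which the rule also names, is not reported here. Mut, 1 symbol of the amino acid catabolism list, had no match in the table.
The alternatives set in advance were pseudocounts of 1 and 0.01, no filter and minimum means of 1 and 5 FPKM, rescaling of each library to a common sum, median-ratio scaling, quantile normalization, limma without the trend or with array weights, unmoderated tests, each library left out in turn and the replicate letter as a block. For the lists they were an estimated correlation, fry and members of 1 list only. For the clustering they were Spearman correlation, the 1000 genes with the highest variance and complete linkage, and for the share of higher genes fold changes over 1.5 and over 3. Thinning of control libraries to the mutant depth and restriction to protein-coding genes were added after the values were seen.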

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

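Thinned control libraries and protein-coding genes were chosen as alternatives after the values were seen, and the causes of the shifts below were not tested unless stated. Against 0 genes in either direction at an adjusted p under 0.05 from limma (2263 at an unadjusted p under 0.05), the counts were 1 higher and 2 lower with a pseudocount of 1, 1 higher and 1 lower with no filter, 0 higher and 1 lower with mean FPKM of at least 5, 1 higher and 6 lower with limma without the trend, 1 higher and 3 lower with array weights, 1 higher and 4 lower with the unmoderated test on log2 values and 0 higher and 1 lower with the unmoderated test on FPKM; the other alternatives that kept all 6 livers gave 0. The 2263 genes became 1493 with mean FPKM of at least 5, 3658 with array weights, 1392 with fold change over 1.5 and 184 with fold change over 3, the fold change limits by selecting fewer genes. The share of higher genes, 81.4%, turned to 46.0% with median-ratio scaling and was 76.0% with no filter, 79.2% with mean FPKM of at least 5, 51.0% with quantile normalization, 83.0% with limma without the trend, 83.6% with the unmoderated test on FPKM, 83.6% with protein-coding genes and 67.9% with fold change over 3. Median-ratio scaling and quantile normalization center the libraries, which removes a shift of most genes whatever its origin. The difference of within-genotype and between-genotype correlation, 0.00913, was 0.0537 over the 1000 genes with the highest variance.

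With 1 library left out, 0 to 34 genes were higher and 0 to 6 lower at an adjusted p under 0.05, the most higher genes without control liver b and the most lower ones without mutant liver a. Genes at an unadjusted p under 0.05 were 1328 to 3407 (lowest without control liver c, highest without control liver b), of which 73.1 to 84.9% were higher. The difference in correlation was 8.9e-05 to 0.0143, lowest without control liver c. Adjusted p of camera for lists that changed side or direction was 0.0717 to 0.907 for qPCR lipogenesis genes, 0.0105 to 0.113 for qPCR fibrosis genes, 0.00270 to 0.0754 for ER-associated degradation, 5.0e-06 to 0.103 for collagen synthesis, 0.00699 to 0.142 for inflammatory response, 0.485 to 0.910 for DNA damage response, 8.0e-06 to 0.0722 for PPARA targets and ketogenesis, 0.0130 to 0.726 for cholesterol biosynthesis, 0.0908 to 0.847 for NRF2 targets, 0.339 to 0.932 for acute phase proteins, 0.00997 to 0.962 for interferon response, 0.00850 to 0.281 for gluconeogenesis and glucocorticoid response, 4.4e-05 to 0.0701 for circadian clock, 0.138 to 0.777 for immediate early genes, 9.7e-04 to 0.850 for mitochondrially encoded genes, 0.00474 to 0.453 for Kupffer cell markers, 6.4e-05 to 0.140 for pan-macrophage markers, 0.00170 to 0.607 for hepatic stellate cell markers, 0.228 to 0.980 for cholangiocyte markers, 0.132 to 0.910 for neutrophil markers, 0.0416 to 0.643 for B cell and plasma cell markers, 0.0209 to 0.780 for dendritic cell markers, 0.101 to 0.906 for erythroid markers and 0.0386 to 0.962 for mesothelial markers. Log2 fold changes of genes that changed sign, none past an adjusted p under 0.05, were -0.28 to 0.091 for Bche, -0.27 to 0.14 for Fasn, -0.75 to 0.34 for Scd1, -0.15 to 0.15 for Acaca, -0.16 to 0.50 for Xbp1, -0.051 to 0.66 for Ddit3, -0.053 to 0.73 for Cxcl2, -0.19 to 0.46 for Cxcl10, -0.28 to 0.15 for Alb, -0.068 to 0.14 for Gm10925, -0.13 to 0.079 for mt-Co1, -1.18 to 0.14 for Cyp2b9, -0.0042 to 0.95 for Klrk1, -0.25 to 0.93 for Gzma, -0.060 to 1.39 for Upk3b and -0.17 to 0.60 for Mylpf. Nos2, listed above 0 in control liver a alone, was at -0.069 to 0 and did not change sign.

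Values in parentheses are camera's adjusted p, for fry its own adjusted p, or a gene's log2 fold change. No list turned direction while past an adjusted p under 0.05 in both settings. With a pseudocount of 1, qPCR fibrosis genes (0.0450) passed. With no filter, qPCR fibrosis genes (0.0187), inflammatory response (0.0162), Kupffer cell markers (0.0147) and hepatic stellate cell markers (0.0197) passed, and mitochondrially encoded genes (0.0950) no longer passed, and qPCR lipogenesis genes (0.985) and cholesterol biosynthesis (0.855) turned direction. With mean FPKM of at least 1, NRF2 targets (0.854) turned direction. With mean FPKM of at least 5, cholesterol transport (0.0296) passed, and NRF2 targets (0.692) and immediate early genes (0.814) turned direction. After median-ratio scaling, qPCR fibrosis genes (0.00925), inflammatory response (0.0108), Kupffer cell markers (0.0229) and hepatic stellate cell markers (0.0130) passed, and erythroid markers (0.911) turned direction, and the log2 fold change turned for Acaca (-0.15), Xbp1 (-0.066), Cxcl10 (-0.012) and Gm10925 (-0.16). After quantile normalization, qPCR fibrosis genes (0.0119), inflammatory response (0.0285), acute phase proteins (0.0142), Kupffer cell markers (0.0197) and hepatic stellate cell markers (0.0259) passed, and mitochondrially encoded genes (0.788) no longer passed, and qPCR lipogenesis genes (0.977), cholesterol biosynthesis (0.783), hepatocyte markers (0.545) and erythroid markers (0.776) turned direction, and the log2 fold change turned for Acaca (-0.15), Cxcl10 (-0.11), Alb (0.12) and Mylpf (-0.066). With limma without the trend, inflammatory response (0.0363) passed, and NRF2 targets (0.919) turned direction. With array weights, qPCR fibrosis genes (0.0263), cholesterol biosynthesis (0.00935), Kupffer cell markers (0.0335) and hepatic stellate cell markers (0.0250) passed, and cell cycle (0.217) and mitochondrially encoded genes (0.104) no longer passed, and qPCR lipogenesis genes (0.973), DNA damage response (0.883), NRF2 targets (0.796), interferon response (0.999), immediate early genes (0.973), cholangiocyte markers (0.647) and mesothelial markers (0.973) turned direction, and the log2 fold change turned for Cxcl2 (-0.29) and Cxcl10 (-0.064). With the unmoderated test on log2 values, pan-macrophage markers (0.0703) no longer passed, and DNA damage response (0.988), NRF2 targets (0.832), acute phase proteins (0.992) and cholangiocyte markers (0.985) turned direction. With the unmoderated test on FPKM, cholesterol transport (0.0437) and gluconeogenesis and glucocorticoid response (0.0331) passed, and pan-macrophage markers (0.109) no longer passed, and DNA damage response (0.972), NRF2 targets (0.720) and cholangiocyte markers (0.972) turned direction, and the log2 fold change turned for Scd1 (0.11). With thinned control libraries, qPCR fibrosis genes (0.0470) and Kupffer cell markers (0.0470) passed, and DNA damage response (0.906) and NRF2 targets (0.956) turned direction. With protein-coding genes, gluconeogenesis and glucocorticoid response (0.0443) passed, and NRF2 targets (0.893) turned direction. With an estimated correlation, of the lists of Fig 3Q terms, protein N-linked glycosylation (0.537), ER stress (0.514), ER-associated degradation (0.550), nucleotide sugar synthesis (0.537), collagen synthesis (0.682), fatty acid beta-oxidation (0.404), amino acid catabolism (0.232), one carbon metabolism (0.246) and lipid catabolism (0.232) no longer passed. With fry, of the lists of Fig 3Q terms, protein N-linked glycosylation (0.128), ER stress (0.128), ER-associated degradation (0.128), nucleotide sugar synthesis (0.128), collagen synthesis (0.319), fatty acid beta-oxidation (0.200), amino acid catabolism (0.128), one carbon metabolism (0.236) and lipid catabolism (0.128) no longer passed. With members of 1 list only, inflammatory response (0.0353) passed, and acute phase proteins (0.990) turned direction. Fry tests a list against no change where camera compares it with other genes, and its direction was higher where that of camera was lower for cholinergic receptors (0.799), qPCR lipogenesis genes (0.799), purine and pyrimidine metabolism (0.553), cholesterol transport (0.821), cholesterol biosynthesis (0.780), lipogenesis and lipid droplets (0.726), interferon response (0.799), hepatocyte markers (0.799), neutrophil markers (0.827) and erythroid markers (0.780).

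Of 312 values for the 13 lists of Fig 3Q terms under alternatives, 274 kept their direction and side of the threshold. The count of 26 lists past an adjusted p under 0.05 fell to 0 with an estimated correlation and to 0 with fry, and was 23 to 32 with the other alternatives. Of 2709 values for 129 named genes, 6 passed an adjusted p under 0.05, those of Krtcap2, Hyou1, Sec11c, Gnmt and Tpm2 without control liver b and that of Hamp2 without mutant liver a. Chrna2 kept its direction, at -3.23 to -1.09 with other settings and -2.85 to -1.94 with 1 library left out, and did not pass in any of them.

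No pairing of the livers by the letters a, b and c was seen, as the deviations of livers with the same letter correlated at -0.019, 0.055 and 0.016. With so few livers a pairing cannot be excluded by these values. The 0.055 of the livers b was the highest of all pairs of a control and a mutant liver. With the replicate letter as a block, 2114 genes reached an unadjusted p under 0.05 and 31 of 51 lists passed. Against the fit without a block, qPCR fibrosis genes (8.6e-04), inflammatory response (0.0420), Kupffer cell markers (0.00348), hepatic stellate cell markers (0.00247) and B cell and plasma cell markers (0.0489) passed, and erythroid markers (0.913) turned direction.

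Depth limits genes with few fragments. With control libraries thinned to the mutant depth, 1748 of 2169 genes at an unadjusted p under 0.05 were higher.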

Differences from the paper's values

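The share of higher genes at an unadjusted p under 0.05 was 81.4%, and the paper's is about 80% in Fig. 3P, read by eye. For this threshold the RNA-seq methods name no test and no adjustment, while the Fig 3 legend and the statistics section name, for 2 groups in general, an unpaired two-sample Student's test or a Mann–Whitney U test. The unmoderated two-sample tests run here gave 81.8% on log2 values and 83.6% on FPKM. Of the alternatives set before the data were examined, median-ratio scaling (46.0%) and quantile normalization (51.0%) gave shares more than 1.5 times below the paper's, and the others did not.

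Fig 3O shows hierarchical and k-means clusters that each hold 1 genotype. The paper names the clustering software but states no linkage, distance or gene filter, so the settings used here may differ from its own. Hierarchical clustering with average linkage here placed 4 of 6 livers with their genotype, and k-means 5 of 6. Hierarchical clustering reached 6 of 6 with no filter, with the 1000 genes with the highest variance and with complete linkage. K-means gave 4 or 5 of 6 in the settings that kept all livers, 5 of 5 without control liver b and 4 of 5 without any other liver. Hierarchical clustering placed 5 of 5 without control liver b or mutant liver a, and 4 of 5 without control liver a. It placed 3 of 5 without control liver c, mutant liver b or mutant liver c, and 3 was the lowest count possible.

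Of the 13 lists written for the terms of Fig 3Q, 5 higher and 4 lower ones passed camera in the paper's direction at an adjusted p under 0.05, and 4 did not. The terms came from the paper's analysis of these same livers, so this is not an independent test of them. With an estimated correlation or with fry, 0 passed. The paper places inflammatory response and DNA damage response among the higher pathways, and cholesterol transport and ribonucleotide metabolism among the lower ones. Here the adjusted p was 0.0555, 0.809, 0.145 and 0.417. Inflammatory response, at 0.0108 to 0.537 over the alternatives that kept all livers, passed with no filter (0.0162), median-ratio scaling (0.0108), quantile normalization (0.0285), limma without the trend (0.0363), the replicate letter as a block (0.042), members of 1 list only (0.0353) and without mutant liver a (0.00699). Cholesterol transport, at 0.0296 to 0.924, passed with a minimum mean of 5 FPKM (0.0296) and with the unmoderated test on FPKM (0.0437). DNA damage response (0.21 to 0.996) and purine and pyrimidine metabolism (0.185 to 0.987) passed in none of them or with 1 library left out. These lists were written by hand for the processes, and the paper's own term lists were not used here.

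Fig 3N shows qPCR of the MASH genes. It measured transcript forms of Xbp1 and Srebf1, for which values of whole genes cannot stand, so these were left out of the counts. Of its other genes tested here, 2 of 4 of lipogenesis, 3 of 3 of ER stress, 4 of 4 of inflammation and 5 of 5 of fibrosis had a positive log2 fold change, none past an adjusted p under 0.05 from limma, where 70.3% of all tested genes were above 0. Of these positive genes, Acaca and Cxcl10 turned negative after median-ratio scaling (-0.15 and -0.012) and quantile normalization (-0.15 and -0.11), Cxcl2 (-0.29) and Cxcl10 (-0.064) with array weights, and Acaca, Ddit3, Cxcl2 and Cxcl10 with 1 or another library left out. The paper shows Fasn, Scd1 and Nos2 as higher in mutant livers. Here the log2 fold changes of Fasn and Scd1 were -0.03 (adjusted p = 0.959 from limma) and -0.10 (adjusted p = 0.943), with -0.27 to 0.14 and -0.75 to 0.34 when 1 library was left out, so both directions depended on single livers. That of Scd1 was 0.11 in the unmoderated test on FPKM. Nos2 was listed at 0 in every liver but control liver a, at 0.01 FPKM. The qPCR is another assay on larger groups of mice.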

Other observations

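The tests of batches, of abundant genes, of control liver b and of cell shares, and the counts of splits for genes at an adjusted p and for lists, were chosen only after the results were seen. Thinning the libraries was added after the values were seen, with its test set before its result, as were those of splits for genes at an unadjusted p and of median-ratio scaling.

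More genes were higher than lower in mutant livers, 81.4% of 2263. Thinning the control libraries to the mutant depth left 80.6% higher, which argues against depth by itself. Median-ratio scaling gave 46.0%, the result set in advance for the authors' normalization as the cause, but that scaling also takes out a real shift of most genes. Rescaling to the genes outside the 100 most abundant, which held 53.1% to 57.7% of FPKM in control livers and 50.7% to 53.9% in mutant livers, gave 67.5% with a median log2 fold change of 0.10, between the bounds of 60% and 70%, so abundant genes stay open. The genotype and a sequencing batch cannot be told apart, since control libraries were deeper by a ratio of 1.87 without overlap.

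The 10 splits of 6 livers into 3 and 3 are too few for a share under 0.05. The real split gave 2263 genes at an unadjusted p under 0.05 and the highest other 1196, so 1 split reached the real count. The larger share of these genes in 1 direction was 81.4% in the real split, and 81.0% and 80.9% in the splits of control livers a and c with mutant liver b and with mutant liver c. At an adjusted p under 0.05 the real split gave 0 genes and the highest other 1, and since all 10 splits reach a count of 0 whatever the values, this comparison says nothing about chance. The real split gave 26 lists and the highest other 27, for control livers a and c with mutant liver a against the rest, so 2 splits reached it. Each of the other splits gave between 9 and 27 lists.

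Control liver b lay nearer the mutant livers (mean correlation 0.947) than control livers a (0.938) and c (0.916). Its Chrna2 was at 1.20 FPKM, above every mutant liver, and its Cre transcript was listed at 0, which argues against a swapped label. Its depth of 16.9 M fragments was near that of the other controls, which argues against depth. Its mean fragment length, read from the same steps, was 273.8 nt, nearer those of the mutant libraries (276.8, 286.8 and 272.6 nt) than those of control libraries a (265.6 nt) and c (259.0 nt), as an effect of fragment length or RNA quality would need, so that stays open. Fragment length went partly with the genotype too, at 259.0 to 273.8 nt in control and 272.6 to 286.8 nt in mutant libraries. Its effect on the gene and list results cannot be fully told apart from that of the genotype. A milder or stronger response of single mice to HFD plus CCl4 stays open and was not tested.

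Markers of other liver cell types, listed before the data were examined, were higher than other genes in mutant livers by camera: those of myofibroblasts (median log2 fold change relative to all tested genes 1.45, camera adjusted p = 7.6e-05), monocyte-derived macrophages (0.76, 0.00185), sinusoidal endothelial cells (0.45, 4.9e-04) and pan-macrophage markers (0.58, 0.0043), with a positive fold change for all 12, 13, 12 and 13 of their genes, though none passed with an estimated correlation (adjusted p 0.537, 0.55, 0.537 and 0.637). Acta2 was at 3.71 ± 4.11 FPKM (SD, n = 3) in control and 26.7 ± 14.0 FPKM (SD, n = 3) in mutant livers, and Timp1 at 3.29 ± 2.89 and 12.2 ± 3.36 FPKM (SD, n = 3 each). A lower share of hepatocyte RNA would raise these types alike. Myofibroblast markers exceeded sinusoidal endothelial markers by 0.91 on the log2 scale (standard error 0.40), a difference whose 95% limits on 4 degrees of freedom include 0, with the highest of the cell types chosen after the results were seen. The mean log2 fold change was 0.72 for endothelial cells, 0.60 for stellate cells, 0.69 for Kupffer cells, 0.75 for pan-macrophage markers and 1.01 for monocyte-derived macrophages, against 1.62 for myofibroblasts. In the difference control liver b (0.19) lay near mutant liver c (0.23). A lower hepatocyte share, more myofibroblasts, more expression in them and an effect of fragment length all stay open. A batch cannot be told apart from the genotype. Pan-macrophage markers no longer passed without control liver c (0.0628) or mutant liver b (0.140), nor in the unmoderated tests on log2 values (0.0703) and on FPKM (0.109). Without control liver c the relative medians were 0.95 for myofibroblasts, 0.38 for monocyte-derived macrophages and 0.32 for pan-macrophage markers, and without mutant liver b 0.20 for the last.

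Other lists lower than other genes by camera were xenobiotic cytochrome P450 enzymes (relative median -0.89, adjusted p = 1.7e-12), pericentral (-0.79, 1.0e-10) and periportal hepatocyte genes (-0.59, 2.4e-07), bile acid synthesis and transport (-0.55, 9.2e-07), the urea cycle (-0.54, 1.7e-05), male-biased liver genes (-0.76, 5.4e-06), the nuclear encoded respiratory chain (-0.31, 5.6e-08), PPARA targets and ketogenesis (-0.37, 3.7e-04), circadian clock genes (-0.39, 9.7e-04) and mitochondrially encoded genes (-0.21, 0.00935). The relative median of male-biased genes fell to -0.22 without control liver c (0.0404). Every liver was male by its values of Ddx3y, on the Y chromosome (12.76 to 18.25 FPKM), and of Xist (at most 0.2 FPKM). A difference in sex between the genotypes therefore does not account for this list. Without mutant liver c it was -0.36 for periportal genes and -0.35 for the urea cycle, without mutant liver b -0.19 for PPARA targets (0.013 with the shift left in), and for circadian genes -0.26 without control liver a and -0.59 without control liver b. For mitochondrially encoded genes it was -0.33, -0.37 and -0.066 without control liver a, b and c. With an estimated correlation the smallest adjusted p among them was 0.0853, for the P450 enzymes. Cyp2e1, a pericentral P450 gene, was at 2034 ± 1264 FPKM (SD, n = 3) in control and 402 ± 148 FPKM (SD, n = 3) in mutant livers, a log2 fold change of -2.19 (standard error 0.49, adjusted p = 0.245 from limma). PPARA targets no longer passed without mutant liver b (0.0722), circadian genes without mutant liver c (0.0701), and mitochondrially encoded genes without control liver c (0.850) or mutant liver a (0.0719), with no filter (0.0950), quantile normalization (0.788) or array weights (0.104). Other lists higher were ER translocation and COPII and COPI transport (0.42, 5.3e-12), cytosolic ribosomal proteins (0.24, 4.9e-10) and the cell cycle (0.87, 1.8e-04), and with an estimated correlation the adjusted p was 0.514, 0.537 and 0.632. The cell cycle no longer passed with array weights (0.217), its relative median was 0.49 without control liver c, and its mean score was -1.44 in control liver c, and at 0.38 control liver a lay above mutant liver a at 0.30.

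The lists that did not pass were those of cholinergic receptors (adjusted p 0.498), the qPCR genes of lipogenesis (0.751) and fibrosis (0.0534), cholesterol biosynthesis (0.652), lipogenesis and lipid droplets (0.192), NRF2 targets (0.963), acute phase proteins (0.751), interferon response (0.299), apoptosis (0.652), gluconeogenesis (0.0711), immediate early genes (0.59), and the markers of hepatocytes (0.213), Kupffer cells (0.062), stellate cells (0.0901), cholangiocytes (0.751), neutrophils (0.498), B and plasma cells (0.192), dendritic cells (0.37), erythroid cells (0.809) and mesothelium (0.69). Some of these depended on 1 library. Cholesterol biosynthesis passed without control liver c (0.0130) or mutant liver c (0.0289), interferon response without control liver a (0.00997) or mutant liver c (0.0140), gluconeogenesis without control liver a (0.00850), and dendritic cell markers without mutant liver a (0.0209). Without mutant liver c, markers of Kupffer cells (0.00474), stellate cells (0.00629), B and plasma cells (0.0416) and mesothelium (0.0386) and the qPCR genes of fibrosis (0.0326) passed. Without control liver b, the qPCR genes of fibrosis (0.0105) and stellate cell markers (0.00170) passed. With no filter, median-ratio scaling, quantile normalization or array weights, the qPCR genes of fibrosis (0.0187, 0.00925, 0.0119 and 0.0263), Kupffer cell markers (0.0147, 0.0229, 0.0197 and 0.0335) and stellate cell markers (0.0197, 0.0130, 0.0259 and 0.0250) passed too. Camera's direction was lower although the median without taking out the shift was above 0 for cholinergic receptors, the qPCR genes of lipogenesis, cholesterol biosynthesis, lipogenesis and lipid droplets, interferon response, and markers of neutrophils and erythroid cells. Relative to all tested genes the medians were still above 0 for cholinergic receptors (0.33), neutrophils (0.052) and erythroid cells (0.30), and for NRF2 targets the median was -0.0045 while camera's direction was higher. Fewer than 5 genes were tested for the qPCR genes of ER stress and inflammation, female-biased genes, and markers of T cells, NK cells, adipocytes, pancreatic acinar cells and skeletal muscle, so these have no list test.

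Alb, the gene with the highest mean, had a log2 fold change of -0.11 (adjusted p = 0.85 from limma), which turned to 0.12 after quantile normalization.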
